# The H3.3 chaperone Hira complex orchestrates oocyte developmental competence

**DOI:** 10.1242/dev.200044

**Published:** 2022-02-28

**Authors:** Rowena Smith, Andrej Susor, Hao Ming, Janet Tait, Marco Conti, Zongliang Jiang, Chih-Jen Lin

**Keywords:** Hira complex, Histone H3.3, Oocyte-to-embryo transition, Zygotic genome activation, Competent oocyte

## Abstract

Successful reproduction requires an oocyte competent to sustain early embryo development. By the end of oogenesis, the oocyte has entered a transcriptionally silenced state, the mechanisms and significance of which remain poorly understood. Histone H3.3, a histone H3 variant, has unique cell cycle-independent functions in chromatin structure and gene expression. Here, we have characterised the H3.3 chaperone Hira/Cabin1/Ubn1 complex, showing that loss of function of any of these subunits causes early embryogenesis failure in mouse. Transcriptome and nascent RNA analyses revealed that transcription is aberrantly silenced in mutant oocytes. Histone marks, including H3K4me3 and H3K9me3, are reduced and chromatin accessibility is impaired in Hira/Cabin1 mutants. Misregulated genes in mutant oocytes include *Zscan4d*, a two-cell specific gene involved in zygote genome activation. Overexpression of *Zscan4* in the oocyte partially recapitulates the phenotypes of Hira mutants and *Zscan4* knockdown in *Cabin1* mutant oocytes partially restored their developmental potential, illustrating that temporal and spatial expression of Zscan4 is fine-tuned at the oocyte-to-embryo transition. Thus, the H3.3 chaperone Hira complex has a maternal effect function in oocyte developmental competence and embryogenesis, through modulating chromatin condensation and transcriptional quiescence.

## Abstract (precis)

**Summary:** The H3.3 chaperone Hira complex has a maternal effect function in oocyte developmental competence and embryogenesis by modulating chromatin condensation and transcriptional quiescence.

## INTRODUCTION

Oocytes are key orchestrators of fertilisation, initiators of zygotic genome activation (ZGA) and pre-implantation development (Conti and Franciosi, 2018). This potential is defined as developmental competence. Oocytes defective in developmental competence are a major cause of infertility, a medical condition that affects one in six couples. One hallmark feature of a competent oocyte is chromatin condensation. During the final stage of oocyte growth, oocytes with less condensed chromatin, termed non-surrounded nucleolus (NSN) oocytes, gradually transition to more-condensed, surrounded nucleolus (SN) oocytes (Zuccotti et al., 1995). Transcriptional silencing occurs around this time (De La Fuente et al., 2004). However, the molecular components involved have not been defined and the primary underlying mechanism remains elusive (Schultz et al., 2018).

Oocytes enter a protracted meiotic arrest in prophase I but, remarkably, retain their competence and genomic integrity for a long time, for years in humans. It would then be logical to hypothesise that replication-independent mechanisms of chromatin regulation may be indispensable to maintaining the quality of oocytes throughout this prolonged meiotic arrest.

Histones are the fundamental blocks of chromatin that regulate both chromatin compactness and gene transcriptional processes. In addition to canonical histones, histone variants provide additional layers of regulatory mechanisms in a replication-independent manner. H3.3 is the primary replication-independent histone variant and has been shown to play prominent roles during crucial stages of reproduction, including fertilisation (Lin et al., 2013; Inoue and Zhang, 2014) and early embryonic development (Lin et al., 2013; Wen et al., 2014). However, potential roles of H3.3 in oocyte transcriptional quiescence remain unexplored.

The key chaperone molecules required for H3.3 incorporation into chromatin form the Hira complex, which comprises Hira, Ubn1 and Cabin1 subunits (Ray-Gallet et al., 2018; Rai et al., 2011). In this study, we comprehensively dissect the roles of the Hira complex (Hira, Cabin1 and Ubn1) in establishment and maintenance of developmental competence in mouse oocytes. We demonstrate that the Hira complex is crucial for oocyte developmental competence through stabilisation of a repressive epigenomic status that maintains transcriptional quiescence in preparation for embryogenesis.

## RESULTS

### The maternal Hira complex is essential for embryo development

To investigate the maternal role of the Hira complex during the oocyte-to-embryo transition (Schultz et al., 2018), we applied a loss-of-function approach where each of the three subunits of the complex are individually inactivated. To do this, we inhibited Ubn1 translation in fully grown, germinal vesicle (GV) oocytes using morpholino microinjection (Lin et al., 2014; Fig. S1A). Conditional knockout mouse lines targeting Hira and Cabin1 were generated by crossing a transgenic Zp3-Cre mouse line (de Vries et al., 2000) with a conditional allele of Hira to deplete exon 6-7 (hereafter referred to as ZH; Fig. S1B) and a conditional allele of Cabin1 to deplete of exon 6 (hereafter referred to as CabZ; Fig. S1C), respectively.

To investigate whether Ubn1 is involved in oocyte developmental competence, we compared the phenotypes of oocytes injected with control morpholino (Ctrl MO) with those injected with Ubn1 morpholino (Ubn1 MO). Microinjected GV oocytes then underwent *in vitro* maturation to the MII stage followed by parthenogenesis and pre-implantation development to the morula-to-blastocyst stage (Fig. S1A). Oocyte depletion of Ubn1 impaired maturation (55%, compared with Ctrl MO group 65%; *P*=1.7E-04; Fig. S1D). Importantly, it also induced a significant decrease in cleavage to two-cell stage (47%, compared with Ctrl MO group 78%; *P*=3.4E-06; Fig. S1E) as well as development to morula-to-blastocyst stage (11%, compared with Ctrl MO group 65%; *P*=2.4E-51; Fig. 1B).

**Fig. 1.**
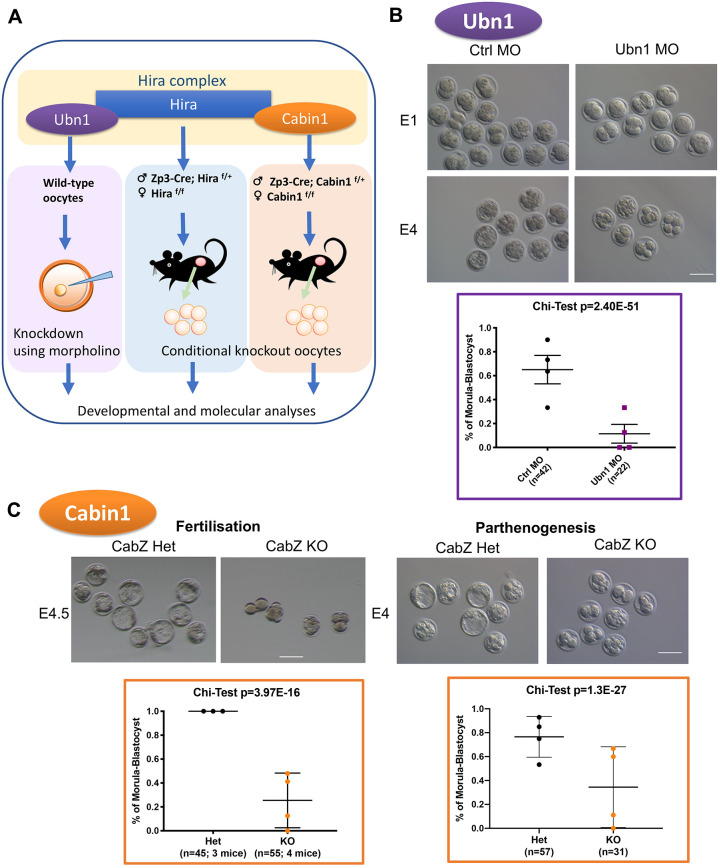
**The maternal Hira complex is essential for pre-implantation development.** (A) Oocyte-specific loss-of-function approaches for each subunit of the Hira complex. Ubn1 was knocked down by microinjection of morpholino antisense oligonucleotides. Hira and Cabin1 knockout mice were generated by crossing a Zp3-Cre line with Hira^flox/flox^ (ZH) and Cabin1^flox/flox^ (CabZ) lines, respectively. (B) Ubn1 is required for pre-implantation development of parthenogenetic embryos. Developmental progression of control (Ctrl) and Ubn1 morpholino (MO) injected embryos at embryonic day 1 (E1) and E4. Representative bright-field images and quantification. Scale bar: 100 µm. Data are mean±s.d.(C) Both fertilised and parthenogenetically activated Cabin1 mutant oocytes arrested during preimplantation development. Morula-to-blastocyst developmental potential of fertilised mutant Cabin1 embryos is impaired. Bright-field images and quantification of development. Data are mean±s.d. Scale bar: 80 µm.

Both ZH and CabZ mutant mice are infertile, showing the similar phenotype as our previously reported Hira mutants (Lin et al., 2014). We have recently reported the impairment of H3.3 incorporation and the abnormal male pronucleus formation phenotypes of Hira, Cabin1 and Ubn1 in a separate study (Smith et al., 2021). Interestingly, we noted that mice had decreased fertility in the heterozygous group (Zp3-Cre; Cabin1 flox/+) compared with the wild-type controls (either Cabin1 flox/flox or flox/+ without Zp3-Cre) after mating with a wild-type male (average litter size of five from the heterozygous females compared with 8.3 from the wild-type females, *P*=0.02). In order to minimise the effect of variable genetic background, for all subsequent experiments we used littermates from heterozygous mating of ZH and Cabz mice.

To examine the competence of oocytes depleted of Cabin1, first we flushed fertilised zygotes from CabZ heterozygous controls (CabZ Het) and mutants (CabZ KO), then monitored their developmental outcomes and compared the rate of development to morula-to-blastocyst stage embryos after *in vitro* culture. CabZ KO embryos had significantly reduced ability to form morula-to-blastocyst stage embryos (25%, compared with CabZ Het group of 100%; *P*=4E-16): the majority arrested at the two- to four-cell stages (Fig. 1C), which suggests a defect in ZGA (Bultman et al., 2006; Kim et al., 2016). Second, we performed parthenogenetic activation on *in vitro* matured MII oocytes from CabZ Het and CabZ KO mice. Parthenogenetic CabZ KO embryos failed to develop to morula-to-blastocyst stage and arrested at the two- to four-cell stage (34%, compared with CabZ Het group of 77%; *P*=1.3E-27; Fig. 1C). These results firmly support the observation that the developmental competence of mutant Cabin1 oocytes is compromised, as assessed both by *in vivo* fertilisation and by parthenogenetic activation, and therefore lacks contribution from the paternal genome.

The above genetic manipulations consistently show that loss of any of the components of the Hira complex produces a phenotype of disruption of early embryo development. This conclusion is further supported by the depletion of the target of the chaperone Hira complex: histone H3.3. Using the same approach used for Ubn1 knockdown, we interfered with H3.3 mRNA translation in wild-type GV oocytes. In agreement with the loss-of-function of the H3.3 chaperone Hira complex (Hira, Cabin1 and Ubn1), H3.3 depletion in oocytes resulted in the developmental arrest of parthenogenetic embryos with a significantly impaired formation of both two-cell stage (74%, compared with Ctrl MO group of 91%; *P*=5.7E-5; Fig. S1F) and later morula-to-blastocyst stage (6%, compared with Ctrl MO group of 87%; *P*=1.5E-124; Fig. S1F) embryos.

### Several ZGA genes are depressed in Hira and Cabin1 KO oocytes

Taken together, the above results demonstrate that loss of function of any one of the subunits of the H3.3-Hira complex in oocytes induces failure of pre-implantation embryo development. This phenotype may be due to an essential function of the Hira complex in the zygote and/or during the following embryonic cleavages at the time around ZGA. Alternatively or additionally, the block in embryo development may be the result of defects that have arisen earlier during oocyte development. In this latter scenario, the genes encoding the Hira components would be considered maternal effect genes and the function of the complex would be required for the acquisition of developmental competence of mouse oocytes (Li et al., 2013). To distinguish between these two possibilities, we have analysed the transcriptional programmes in oocytes with a disrupted Hira complex (including Hira and Cabin1) during oocyte development. To precisely detect any earlier signs of aberrant transcriptomes, rather than collecting later stage oocytes (e.g. MII), we performed RNA sequencing (RNA-seq) in GV stage oocytes derived from both ZH and CabZ lines. 

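RNA-seq values per gene were available for 4 libraries each of ZH Het, ZH KO, CabZ Het and CabZ KO GV oocytes. The methods describe cDNA amplified with a Smart-seq2 kit from 10 pooled oocytes per library, whereas the sample records list individual cells. The authors trimmed the reads with TrimGalore, aligned them to GRCm38 with STAR and adjusted them to FPKM per gene. The values rest on the reads counted on the genes of the tables, whose numbers were recovered from the steps between the values. In ZH Het oocytes, 9592741 to 15082556 reads per library were counted (median 11368201), and in ZH KO oocytes 8996898 to 10869870 (median 9694705). The CabZ Het libraries held 10705855 to 12468938 reads (median 11097462) and the CabZ KO libraries 9115866 to 10010812 (median 9379300). In the ZH table, FPKM were calculated over the whole gene span, introns included, and 0.01 had been added to every value. The reads on genes of that table made up 74.2 to 74.7% of the total used for FPKM in ZH Het libraries and 66.0 to 68.2% in ZH KO libraries. In the CabZ table, every value had been divided by the gene span 2 times and each library scaled to the same total, so FPKM were restored by multiplying each value by the span and scaling each library to its reads in the table. Genes with a mean of at least 1 FPKM were tested, 5792 in the ZH table and 6339 in the CabZ table, with limma on log2(FPKM + 1). Genes were called DE at the paper's thresholds, a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2, while the paper used the Partek Flow GSA algorithm. The fold change was taken on the log2(FPKM + 1) scale, where it is smaller than that of FPKM, most so at low values. Cabin1 (chromosome 10 of GRCm38, 75646112 to 75764342) had 0.0242 ± 0.0167 FPKM (SD, n = 4) in CabZ KO oocytes and 0.119 ± 0.0312 FPKM (SD, n = 4) in CabZ Het oocytes (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Hira (chromosome 16, 18877037 to 18970310) had 0 to 13 reads per library in ZH KO and 2 to 14 in ZH Het oocytes, too few to tell the genotypes apart. Reads were not counted as molecules, so these counts limit the precision only as far as counting error goes.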

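In GV oocytes, limma called 1023 DE genes between ZH KO and ZH Het and 184 between CabZ KO and CabZ Het. With the fold change taken as the ratio of group means, 1677 and 354 were called, so the counts depend on this scale. Without the fold change threshold, which moved the ZH counts most, 1485 genes were higher and 1521 lower in ZH KO oocytes. Used as they are in the table, without restoring FPKM, the CabZ values gave 8 genes higher and 2 lower in CabZ KO oocytes, the alternative that moved the CabZ counts most. Among DE genes with a mean of at least 10 FPKM and no overlap between the groups, Ifi27l2a (chromosome 12, 103442167 to 103443681) rose most in ZH KO oocytes on the log2(FPKM + 1) scale. It had 86.6 ± 28.5 FPKM (SD, n = 4) in ZH KO and 0.324 ± 0.219 FPKM (SD, n = 4) in ZH Het oocytes, a log2 fold change of 6.00 (standard error 0.24, adjusted p = 7.2e-07 from limma). Tceal8 (chromosome X, 136168984 to 136172343) followed with a log2 fold change of 5.70 (adjusted p = 9.4e-06). Fgf21 (chromosome 7, 45613886 to 45615491) had at most 1 read in each ZH Het library and was at least 252-fold higher in ZH KO oocytes. The largest decreases were those of AU022751 (log2 fold change -3.04), Gm44087 (-2.71) and Plat (-2.67). On the same scale, Tceal8 rose most in CabZ KO oocytes, from 0.591 ± 0.333 FPKM (SD, n = 4) in CabZ Het to 70.1 ± 32.6 FPKM (SD, n = 4), a log2 fold change of 5.39 (standard error 0.29, adjusted p = 1.1e-05 from limma). The next largest increases were those of Gtsf1l (log2 fold change 2.44) and Cldn9 (2.24), and Crabp2 (-3.07), Rgn (-1.83) and Gm7832 (-1.82) decreased most.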

A total of 1462 and 207 genes were significantly and differentially expressed (FDR adjusted *P*-value <0.05; fold change >2) in Hira and Cabin1 mutants compared with heterozygotes, respectively (Fig. 2A). Hira appeared to have a more-profound impact on the transcriptome than Cabin1 (888 of upregulated and 574 downregulated transcripts in the ZH mutants; 154 upregulated and 53 downregulated transcripts in the CabZ mutants; Fig. 2A). Nevertheless, we observed that there is a considerable similarity in the affected genes between ZH and CabZ mutants compared with heterozygous oocytes. Indeed, a high percentage of differentially expressed (DE) upregulated genes in CabZ mutants (57.5%; *P*<1.7E-70) overlap with upregulated genes in ZH mutants (Fig. 2B). This finding of co-regulation of genes by Hira and Cabin1 is consistent with observations in HeLa cells where separate knockdown of HIRA and CABIN1 produces similar effects (Rai et al., 2011). These data also suggest that both subunits of Hira complex (i.e. Hira and Cabin1) are equally important for the transcription outputs relevant for oocyte quality.

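In ZH KO oocytes, 606 genes were up and 417 down, and in CabZ KO oocytes 131 were up and 53 down. The values of the 2 genotypes did not overlap for 2717 of the 5792 genes tested in the ZH line and for 1304 of the 6339 genes tested in the CabZ line, where chance gives a share of 0.0286. With each library left out in turn, 869 to 1152 DE genes were called in the ZH line and 167 to 220 in the CabZ line. Whether the number of DE genes differs between the 2 lines was not tested.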

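Of the 131 genes up in CabZ KO oocytes, 93 (71.0%) were also up in ZH KO oocytes. Among the 5332 genes tested in both lines, 9.63 shared genes would be found by chance (one-sided exact hypergeometric test, p = 9.3e-82). Of the 53 genes down in CabZ KO oocytes, 21 (39.6%) were also down in ZH KO oocytes, against 3.35 by chance (the same exact test, p = 7.8e-13). Without the fold change threshold the shared genes numbered 325 up and 190 down, and with the CabZ values of the table used as they are, 6 up and 1 down.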

**Fig. 2.**
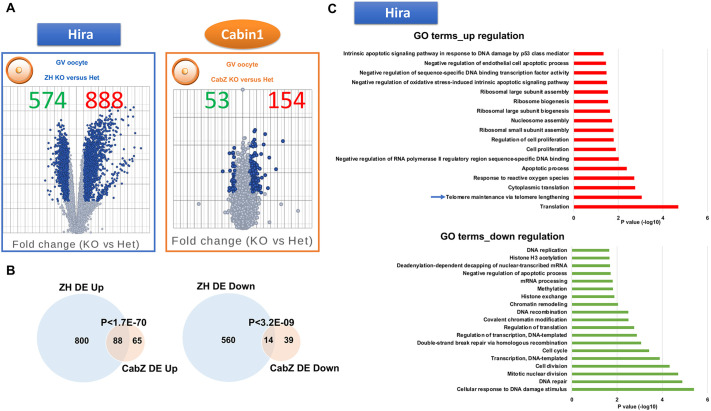
**Loss of the Hira complex impairs global transcription in GV oocytes.** (A) Volcano plots showed differentially expressed genes of Hira and Cabin1 mutant (ZH KO and CabZ KO) oocytes. Left panel: differentially expressed genes of ZH KO compared with ZH Het oocytes. Right panel: differentially expressed genes of CabZ KO compared with CabZ Het oocytes. (B) Venn diagrams reveal the subsets of co-regulated genes dysregulated in ZH KO and CabZ KO oocytes. For comparison, the differential expression cut-off threshold has a false discovery rate (FDR) adjusted *P*<0.05 and fold change >2. Significance of overlap was assessed by hypergeometric test. (C) Top GO terms from up- and downregulated genes of Hira mutant oocytes.

To address the possibility that the dysregulated genes were inherited from growing oocytes, we compared our datasets with a dataset generated by Ma et al. (2013), which extensively compared the transcriptomes of NSN (developmentally incompetent) to SN (developmentally competent) oocytes. Both ZH and CabZ regulated genes revealed minimal overlapping with genes expressed specifically at the NSN stage (Fig. S2A), indicating that the overall dysregulation of the genes of ZH and CabZ mutants is not due to a developmental arrest at an immature oocyte stage. In addition, we did not detect a significant change in the NSN/SN ratio in either ZH or CabZ oocytes after DNA dye staining [∼80% of SN in the ZH Het and KO oocytes (*n*>90 in each group, *P*=0.1); ∼85% of SN in the CabZ Het and KO oocytes (*n*>50 in each group, *P*=0.1)]. The morphological score indicated that the transition of NSN to SN in the ZH and CabZ GV oocytes appears to be normal.

We noted that, in general, both ZH (888 versus 574) and CabZ (154 vs 53) inactivation causes more of an increase than a decrease in transcription in GV oocytes (Fig. 2A). This finding prompted us to test whether there is a deficit in silencing global transcription in oocytes depleted of Hira complex (i.e. Hira and Cabin1). 

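Genes called up made up 59.2% of the DE genes in ZH KO oocytes and 71.2% in CabZ KO oocytes. At an unadjusted p under 0.05 from limma, without a fold change threshold, 1658 genes were higher and 1715 lower in ZH KO oocytes, and 899 were higher and 805 lower in CabZ KO oocytes. The balance in the ZH line changed with the scaling between libraries. After each library was shifted to the same median over genes with a mean of at least 10, 505 genes were up and 526 down in ZH KO oocytes (49.0% up), and the median of all genes moved from -0.04 to -0.13 on the log2 scale. All 505 genes were also up without the shift, and all 417 genes down without it were also down with it. Scaled to the reads of the table, 958 genes were up and 372 down (72.0% up), and the median of all genes was 0.08. In the CabZ line, 58.9 to 80.0% of the DE genes were up under each alternative.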

We focused on identifying a cohort of genes that are regulated by the Hira complex (i.e. Hira and Cabin1) and that may be directly associated with oocyte developmental competence. 

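The ZH values were tested by lists of genes for the processes that follow, with limma's camera (preset correlation 0.01) and Benjamini-Hochberg adjustment over the lists. The 79 cytosolic ribosomal protein genes tested had a median log2 fold change of 0.50 in ZH KO oocytes (adjusted p = 7.3e-06), and 70 of them were higher. Of these genes 10 were up over all genes tested, and 10 adjusted over the list alone. Under median scaling, which brought it nearest to 0, the median of this list was 0.39. The lists of rRNA processing and ribosome biogenesis genes (79 genes, median -0.09, adjusted p = 0.57, 46 lower) and of translation initiation and elongation factors (34 genes, median 0.04, adjusted p = 0.75, 18 higher) did not pass the threshold. The median of the latter list turned to -0.06 with the same scaling. In the list for the apoptotic process, 10 of 41 genes passed the filter on low values. Of these 10 genes 8 were higher, with a median of 0.20 (camera, adjusted p = 0.34), and 1 gene was up and 1 down, over all genes as well as adjusted over the list alone. With fry in place of camera, the ribosomal protein genes (adjusted p = 0.032) and the apoptotic process (0.0042) passed, and with a correlation estimated from the data no list passed. In CabZ KO oocytes, the ribosomal protein genes had a median log2 fold change of 0.03 (80 genes, adjusted p = 0.42, 46 higher). Without CabZ KO replicate 2 this median was 0.12 (adjusted p = 0.024, with 0.024 to 0.95 across the fits without 1 library), and without CabZ KO replicate 3 it was -0.05, the lowest of these fits.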

Gene ontology (GO) analyses showed that the upregulated genes following Hira deletion are involved in translation, apoptotic process and ribosomal biogenesis (Fig. 2C). Conversely, the downregulated genes are involved in DNA damage and repair, transcription, and chromatin remodelling (Fig. 2C). 

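Of 112 listed DNA repair and damage response genes with ZH values, 41 passed the filter on low values. These 41 had a median log2 fold change of -0.31 in ZH KO oocytes (camera, adjusted p = 0.047), and 30 of them were lower. Of these, 5 were down over all genes tested and 5 adjusted over the list alone. The adjusted p of this list ranged from 1.8e-04 without a filter on low values to 0.37 with a mean of at least 5 FPKM, where its median was -0.13. It was above 0.05 with quantile normalization (0.061) and with a replicate block as well. Without 1 library it ranged from 0.018 to 0.090, the latter without ZH KO replicate 3. Only 15 of 56 listed chromatin remodelling genes passed the filter, so they may not stand for the whole process. Among these 15 genes, 14 were lower (median -0.47, camera, adjusted p = 0.0059), with 2 down over all genes tested and 2 adjusted over the list alone. Scaled to the reads of the table, the median of the chromatin remodelling genes was -0.28 (adjusted p = 0.069, with 2.1e-06 to 0.41 over the alternatives). Both lists passed with fry (adjusted p = 0.0020 and 0.0053) and neither with an estimated correlation. In CabZ KO oocytes, the medians were -0.02 for DNA repair (47 genes, 26 lower, adjusted p = 0.80) and -0.06 for chromatin remodelling (18 genes, 13 lower, adjusted p = 0.58).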

Notably, among the top-ranked GO terms from upregulated genes was an enrichment of a set of telomere-related genes, including zygotic genome activation-associated genes (e.g. *Zscan4c*, *Zscan4d* and *Zscan4f*) (Fig. 2C). 

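Zscan4c (chromosome 7 of GRCm38, 11005745 to 11010548) had 38.9 ± 11.6 FPKM (SD, n = 4) in ZH KO oocytes and 1.19 ± 0.443 FPKM (SD, n = 4) in ZH Het oocytes, a log2 fold change of 4.17 (standard error 0.23, adjusted p = 2.8e-06 from limma). These values rest on 1991 to 3425 reads per ZH KO library and 47 to 124 per ZH Het library. Zscan4d (11161374 to 11166160) had 59.0 ± 24.4 FPKM (SD, n = 4) in ZH KO and 2.57 ± 0.691 FPKM (SD, n = 4) in ZH Het oocytes, a log2 fold change of 3.99 (standard error 0.29, adjusted p = 9.4e-06 from limma). For Zscan4f (11397915 to 11402319), the values were 15.7 ± 6.29 FPKM (SD, n = 4) and 0.231 ± 0.139 FPKM (SD, n = 4), a log2 fold change of 3.68 (standard error 0.26, adjusted p = 7.9e-06 from limma). All 6 Zscan4 family genes tested were up in ZH KO oocytes, over all genes and adjusted over the list alone. The median of the family was 3.14, or 3.84 with the gene that ZH Het libraries held at or under 3 reads set at its bound (camera, adjusted p = 6.7e-05). In CabZ KO oocytes, Zscan4d had 11.3 ± 4.81 FPKM (SD, n = 4) against 3.71 ± 0.941 FPKM (SD, n = 4) in CabZ Het oocytes, a log2 fold change of 1.33 (standard error 0.24, adjusted p = 0.0061 from limma). Zscan4c (log2 fold change 1.44, standard error 0.49, adjusted p = 0.089) and Zscan4f (0.95, standard error 0.41, adjusted p = 0.17) did not pass the threshold. Zscan4c had 103 to 963 reads per CabZ KO library. The family as a whole did not pass in CabZ KO oocytes (4 genes, 3 higher, median 1.14, adjusted p = 0.42), with 1 gene up and 1 down over all genes and 2 up and 1 down adjusted over the list alone. Without CabZ KO replicate 2, Zscan4c passed, with a log2 fold change of 1.79 (adjusted p = 0.042, with 0.042 to 0.20 across the fits without 1 library). The lowest log2 fold change of Zscan4c in these fits was 0.91. The family gene down in CabZ KO oocytes was Zscan4-ps1, named after its values were seen, with 9.71 ± 6.39 FPKM (SD, n = 4) in CabZ KO and 25.8 ± 1.92 FPKM (SD, n = 4) in CabZ Het oocytes (log2 fold change -1.49, adjusted p = 0.012 from limma). Summed over the Zscan4 genes of each table, ZH KO oocytes had 1138 CPM (reads per M reads; 776 to 1517) and ZH Het oocytes 136 CPM (129 to 152; two-sided exact permutation test, p = 0.0286), while CabZ KO oocytes had 155 CPM (75.9 to 313) and CabZ Het oocytes 146 CPM (134 to 158; exact test, p = 0.97). In CabZ Het oocytes, most reads of this sum lay on other members of the family. Zscan4c, Zscan4d and Zscan4f had at most 131, 272 and 32 reads per library there, against 1588 to 1750 for the family. An unchanged sum thus does not exclude a rise of these genes. How reads shared by these paralogs were divided among them is not stated in the paper's text.

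**Figure D1:**
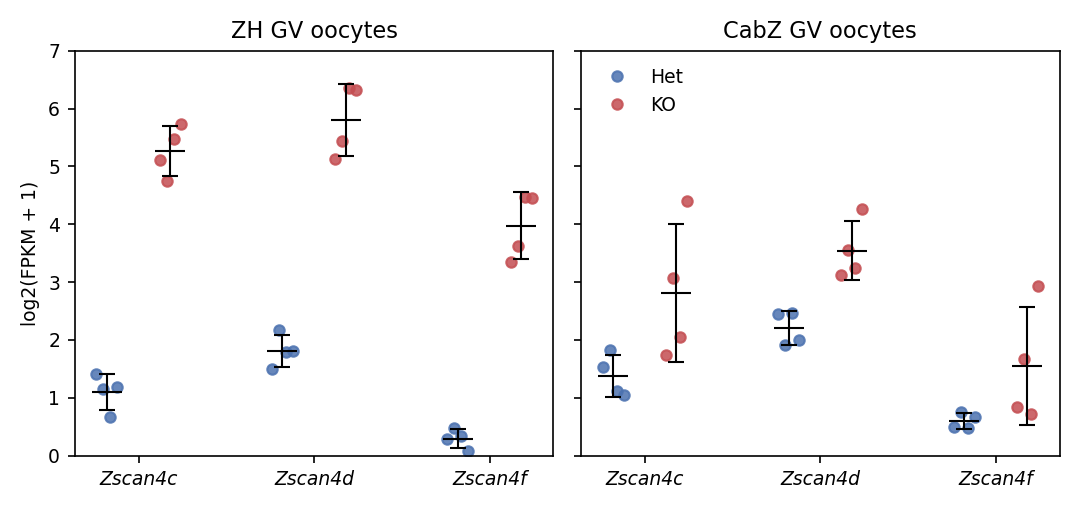
Zscan4c, Zscan4d and Zscan4f in GV oocytes of the ZH line and the CabZ line, as log2(FPKM + 1) for each library (points) with the mean and SD of each group (n = 4). All ZH KO libraries lie above all ZH Het libraries, with log2 fold changes of 4.17, 3.99 and 3.68, and the CabZ KO libraries spread more widely for Zscan4c and Zscan4f than the CabZ Het libraries.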

As Zscan4 is also crucial for embryogenesis (Ko, 2016) and considered to be one of the two-cell-specific genes that is crucial for regulation of pluripotency/totipotency (Amano et al., 2013), we further compared our data with two-cell-specific gene datasets generated by Wu et al. (2016) [additional analyses by Percharde et al. (2018), Fig. S2B]. We found a significant overlap of two-cell-specific genes with both ZH- and CabZ-regulated genes (e.g. *Zscan4*, *Ddit3* and *Gm5039* with qRT-PCR validation in Fig. S2B; a similar aberrant upregulation effect was also observed in Ubn1 KD oocytes; Fig. S2B). This latter finding suggests that Hira inactivation may cause premature activation of transcription required for early embryo development. 

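A list of two-cell-stage genes, written without the datasets the paper used, stood in for them here. Of 22 such genes tested in the ZH line, 14 were up and 2 down in ZH KO oocytes, over all genes tested as well as adjusted over the list alone. Their median log2 fold change was 1.54 (camera, adjusted p = 5.7e-05, 18 higher), or 2.12 with genes at or under 3 reads in ZH Het libraries set at their bound. In the CabZ line, 3 of 16 were up over all genes and 4 adjusted over the list alone, with a median of 0.29 (adjusted p = 0.0045, 13 higher). Both calls held with fry (adjusted p = 1.0e-04 and 6.1e-04), and neither held with an estimated correlation (0.17 and 0.14). Ddit3 (chromosome 10 of GRCm38, 127290774 to 127296289) had 138 ± 62.5 FPKM (SD, n = 4) in ZH KO and 13.8 ± 2.62 FPKM (SD, n = 4) in ZH Het oocytes, a log2 fold change of 3.09 (standard error 0.36, adjusted p = 1.4e-04 from limma). In the CabZ line it had 56.9 ± 12.7 FPKM (SD, n = 4) in KO and 24.6 ± 3.18 FPKM (SD, n = 4) in Het oocytes, a log2 fold change of 1.16 (standard error 0.16, adjusted p = 0.0013 from limma). Gm5039 (chromosome 12, 88320122 to 88324027) had 34.9 ± 12.97 FPKM (SD, n = 4) in ZH KO and 0.669 ± 0.332 FPKM (SD, n = 4) in ZH Het oocytes, a log2 fold change of 4.35 (standard error 0.30, adjusted p = 7.4e-06 from limma). Its log2 fold change in the CabZ line was 2.87 (standard error 0.15, adjusted p = 1.1e-05), from 1.40 ± 0.359 FPKM (SD, n = 4) in Het to 16.6 ± 3.26 FPKM (SD, n = 4) in KO oocytes. From the overlap of its DE genes with two-cell-specific genes, the paper proposes that Hira inactivation may cause premature activation of transcription needed for early embryo development.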

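The ZH table lists 1 Dux gene under the symbol Duxf3 (chromosome 10 of GRCm38, 58229979 to 58232676), which lies under the mean of 1 FPKM that limma's test required. Duxf3 had 0.0871 ± 0.0951 FPKM (SD, n = 4) in ZH KO oocytes and 0.00918 ± 0.0184 FPKM (SD, n = 4) in ZH Het oocytes (two-sided exact permutation test, p = 0.086). The CabZ table of GV oocytes lists no Dux gene.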

Although Zscan4 is regulated by Dux in early embryos (De Iaco et al., 2017), we did not detect *Dux* upregulation in the oocytes (Fig. S2C). 

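Between 1 and 8 reads per library lay on Duxf3 in ZH KO oocytes and between 0 and 1 in ZH Het oocytes. A count of 0 allows up to 3 reads, so no fold change is given.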

The possibility that Dux regulates Zscan4 and other ZGA-related genes before early oocyte maturation seems unlikely given the very low-to-undetectable levels in GV oocytes (Fig. S2C). This analysis indicates that the depletion of Hira complex (i.e. Hira and Cabin1) in oocytes results in the ‘derepression’ of embryo-associated genes at earlier stages of development. In addition, our findings raise the possibility that the Hira complex may exert a repressive role to prevent precocious embryonic gene expression at the time of oocyte development that coincides with global transcription repression.

### Loss of function of the Hira complex causes a failure in the transcriptional silencing in fully grown oocytes

Recently, Ishiguro et al. (2017) described Zscan4 expression during the process of oogenesis, and noted that Zscan4 protein shows different staining patterns in NSN or SN types of GV oocytes (diffuse and stronger signals in NSN to spotty and weaker signals in SN). Additionally, the authors also observed that Zscan4 appearance correlates with the RNA Polymerase II-mediated transcriptional status during the NSN-to-SN transition. Thus, we hypothesised that the mis-upregulation of *Zscan4* and other genes observed in the ZH and CabZ mutant oocytes reflects an aberrant transcriptional status. To test this hypothesis, we used global or candidate approaches to confirm an increase in transcription.

To monitor the global transcription status in Hira complex mutants (i.e. Hira and Cabin1), we performed immunofluorescence (IF) analysis of Pol II PS2, a marker of active transcription elongation, on ZH GV oocytes. Significant upregulation was observed in the ZH KO oocytes compared with ZH Het oocytes (180%, compared with ZH Het group of 100%; *P*=0.0056; Fig. 3A). We then applied 5-Ethynyl-uridine (EU) labelling to assess the nascent RNA synthesis in CabZ GV oocytes. We showed that the global level of transcription is also elevated in the CabZ KO oocyte (138%, compared with CabZ Het group of 100%; *P*=0.0036; Fig. 3B).

**Fig. 3.**
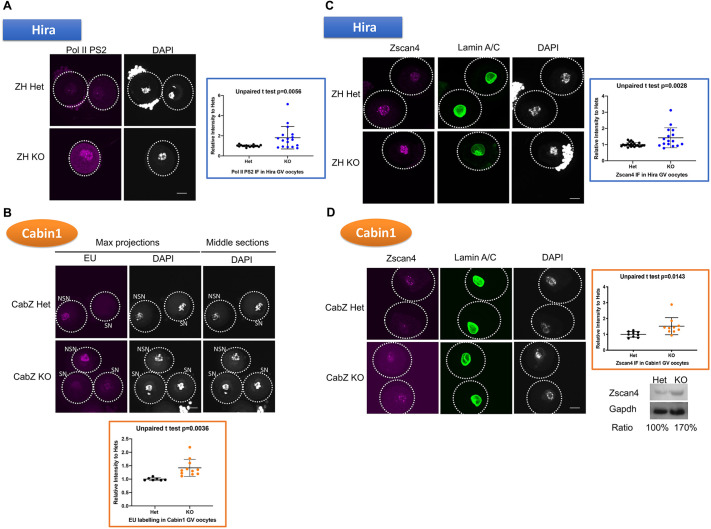
**Loss-of-Hira complex disrupts global transcription silencing and de-represses Zscan4 expression in GV oocytes.** (A) Hira mutant oocytes failed to silence global transcription. Immunofluorescent images (left panel) and quantification (right panel) of transcription status monitored by RNA polymerase II phosphorylated Ser2. (B) Cabin1 mutant oocytes failed to silence global transcription. Nascent RNA transcription was detected using an EU (5-ethynyl uridine) labelling assay. Upper panel, EU images; lower panel, quantification of EU (quantified SN oocytes only, see Materials and Methods). SN, non-surrounded nucleolus oocytes; NSN, non-surrounded nucleolus oocytes. (C) Zscan4 is upregulated in Hira mutant oocytes. Immunofluorescent images (left panel) and quantification (right panel) of Zscan4 and Lamin A/C of ZH KO and ZH Het oocytes. (D) Zscan4 is upregulated in Cabin1 mutant oocytes. Immunofluorescent images (left panel) and quantification (right panel), and western blot (lower right panel; *n*=3) of Zscan4 and Lamin A/C of CabZ KO and CabZ Het oocytes. Data are mean±s.d. Scale bars: 25 µm.

Using a candidate approach to confirm these aberrant transcriptions, we performed IF analysis to determine whether Zscan4 protein is indeed increased in ZH and CabZ oocytes. This strategy confirmed a significantly higher level of Zscan4 expression in both ZH KO (142%, compared with ZH Het group set at 100%; *P*=0.0028; Fig. 3C) and CabZ KO oocytes (151%, compared with CabZ Het group of 100%; *P*=0.0143; western blot also confirmed the upregulation ∼170%, compared with the CabZ Het group of 100%; Fig. 3D). We also noted that *Zscan4* along with other two-cell-expressed genes (e.g. *Ddit3* and *Gm5039* (*Eif1ad15*) persistently showed higher expression in both ZH or CabZ mutant MII stage oocytes (Fig. S3A). This result is in accordance with previously published datasets (Nashun et al., 2015) of Hira conditional mutant MII oocytes driven by both Zp3-Cre and Gdf9-Cre recombination approaches (Fig. S3B). These combined results support our hypothesis and demonstrate that the Hira complex is essential for the silencing of global transcription, one of the hallmark features of developmental competence in oocytes.

### H3K4me3 and H3K9me3 are not established efficiently in Hira and Cabin1 mutant GV oocytes

Transcription silencing in SN oocytes is associated with global chromatin remodelling (Andreu-Vieyra et al., 2010; Liu and Aoki, 2002; Zuccotti et al., 2002; Dumdie et al., 2018), another key feature of a competent oocyte (De La Fuente and Eppig, 2001). Recent research indicates that H3K9me2/3 and H3K4me3 are crucial for developmental competence (Dahl et al., 2016; Yeung et al., 2019; Zhang et al., 2016). Dumdie et al. (2018) have also demonstrated that H3K4me3 is involved in transcriptional quiescence in SN oocytes.

The Hira complex is responsible for H3.3 incorporation and H3.3 has been shown to be the only H3 histone subtype incorporated into fully grown oocytes (Nashun et al., 2015). Given the finding that H3.3 incorporation is reduced in Hira mutants (Lin et al., 2014), ZH KO, CabZ KO and Ubn1 knockdown oocytes (Smith et al., 2021), we sought to determine whether the pattern of histone marks is altered in ZH and CabZ mutant oocytes.

Immunofluorescence of H3K4me3 shows decreased levels in ZH KO oocytes (66%, compared with ZH Het group of 100%; *P*=0.0137; Fig. 4A) as well as in CabZ KO oocytes (49%, compared with CabZ Het group of 100%; *P*<0.0001; Fig. 4B). Western blot analysis (Fig. 4B) confirmed these differences (∼31%, compared with CabZ Het group of 100%). Further analyses of the di-methyl group of H3K4, H3K4me2, also clearly showed lower levels of H3K4me2 in both ZH (43%, compared with ZH Het group of 100%; *P*<0.0001; Fig. S4A) and CabZ mutant oocytes (64%, compared with ZH Het group of 100%; *P*=0.0015; Fig. S4B). These data suggest that methylation of H3K4 is under the control of Hira-mediated H3.3 incorporation.

**Fig. 4.**
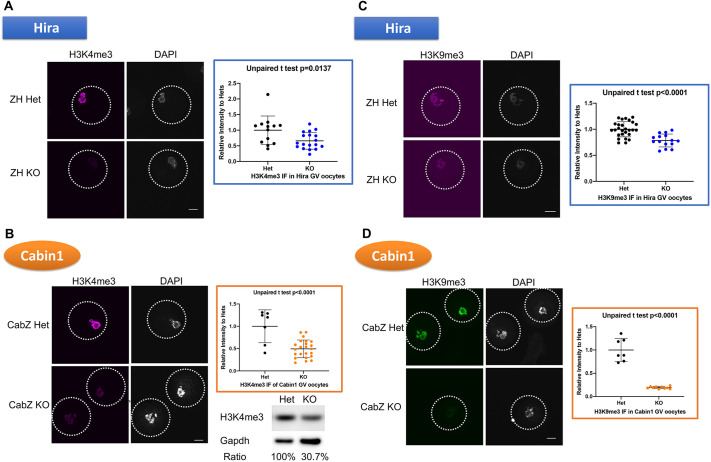
**The Hira complex is required to establish repressive histone marks in GV oocytes.** (A) Hira mutant oocytes fail to establish H3K4me3. Immunofluorescent images (left panel) and quantification (right panel) of H3K4me3 in ZH KO and ZH Het oocytes. (B) Cabin1 mutant GV oocytes fail to establish H3K4me3. Immunofluorescent images (left panel), quantification (upper right panel) and western blot (lower right panel) of H3K4me3 in CabZ KO and CabZ Het oocytes (*n*=3). (C) Hira mutant GV oocytes fail to establish H3K9me3. Immunofluorescent images (left panel) and quantification (right panel) of H3K9me3 in ZH KO and ZH Het oocytes. (D) Cabin1 mutant GV oocytes fail to establish H3K9me3. Immunofluorescent images (left panel) and quantification (right panel) of H3K9me3 in CabZ KO and CabZ Het oocytes. Data are mean±s.d. Scale bars: 25 µm.

We next examined another panel of repressive histone modifications: those affecting methylation of H3K9. The level of H3K9me3 was reduced in both ZH KO (78%, compared with ZH Het group of 100%; *P*=0.0026; Fig. 4C) and CabZ KO oocytes (19%, compared with CabZ Het group of 100%; *P*<0.0001; Fig. 4D). The levels of H3K9me2 also revealed a substantial decrease in the ZH KO (50%, compared with ZH Het group of 100%; *P*<0.0001; Fig. S4C) and CabZ KO oocytes (79%, compared with ZH Het group of 100%; *P*=0.0022; Fig. S4D).

As shown in Fig. S4E,F, downregulation of the heterochromatin mark (HP1β) was observed in both ZH (50%, compared with CabZ Het group of 100%; *P*<0.0001; Fig. S4E) and CabZ KO oocytes (21%, compared with CabZ Het group of 100%; *P*<0.0001; Fig. S4F). These results strongly indicate that the loss of either Hira or Cabin1 in oocytes leads to reduced levels of repressive histone marks. Moreover, changes in the panH3 level (75%, compared with CabZ Het group of 100%; *P*<0.0001 by IF and western blot; Fig. S4G) and H3K27me3 (177%, compared with CabZ Het group of 100%; *P*<0.0001; Fig. S4H) but not H3K27ac (Fig. S4H) suggest that histone marks may be more broadly altered in the CabZ mutant oocytes (Fig. S4H).

### Cabin1 is required for the chromatin configuration in GV oocytes

The loss of repressive histone marks in Hira and Cabin1 oocytes prompted us to further investigate the presence of possible alterations of chromatin structure in the CabZ mice. First, we examined the overall chromatin accessibility using a DNaseI-TUNEL assay (Nashun et al., 2015; Percharde et al., 2018) CabZ KO oocytes had significantly stronger TUNEL signals (146%, compared with CabZ Het group of 100%; *P*=0.0003; Fig. 5A), suggesting that the overall chromatin architecture had been converted to a less condensed status, echoing previous observations in Hira mutants (Nashun et al., 2015). These results also imply that the loss of key repressive histone marks closely reflects the perturbation of chromatin structure.

**Fig. 5.**
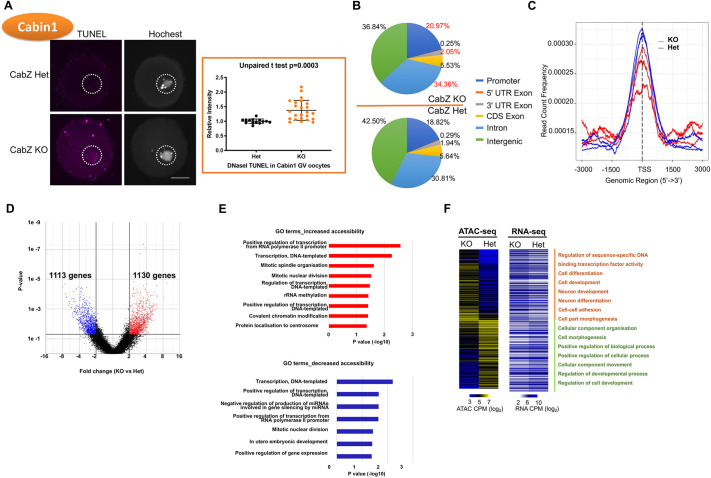
**Cabin1 is required to shape the condensed chromatin landscape in GV oocytes.** (A) Global chromatin accessibility is increased in Cabin1 mutant oocytes, as shown by DNaseI-TUNEL assay. Left panel: confocal images (left) and quantification (right) of DNaseI-TUNEL assay. Data are mean±s.d. Scale bar: 25 µm. (B) Pie charts represent the different distributions of ATAC-seq peaks in genome regions of CabZ Het and KO oocytes. (C) The enrichment of ATAC-seq peaks at annotated transcription start sites (TSS±3 kb) (normalised and on average) in Cabin 1 oocytes. The enrichment was measured at individual base pair level by FPM (fragments per million mapped reads). (D) Volcano plot shows the number of gene loci corresponding to increased (red) or decreased (blue) chromatin accessibility of genes in Cabin1 oocytes. (E) Top represented gene ontology terms for genes with consistent changes (increased, top; decreased, bottom) in chromatin accessibilities between CabZ KO and Het oocytes (≥4-fold change). (F) Heat map showing the identified genes with consistent changes in the chromatin accessibilities and their gene expression levels between CabZ Het and KO oocytes (*P*<0.05). CPM: counts per million reads mapped.

To further investigate the chromatin landscape of Hira complex mutant oocytes on a genome-wide scale, we performed an assay for transposase accessible chromatin using sequencing (ATAC-seq). 

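ATAC-seq was performed on 3 replicates each of CabZ Het and CabZ KO GV oocytes, with approximately 100 pooled oocytes per library. The authors aligned the reads with Bowtie, removed PCR duplicates, mitochondrial and non-unique alignments, and called peaks separately for each library with MACS2, without a local background. The peak lists were available, whereas the reads and the counts per gene region were not. The number of reads per library is not in the lists, so the depth is known only through the background pileup that MACS2 used, recovered from the fold enrichment and p-value of each peak. This background was 1.54, 1.75 and 2.41 reads per position in CabZ Het replicates A, B and C and 1.14, 1.22 and 1.03 in CabZ KO replicates A, B and C. It was higher in every CabZ Het library than in every CabZ KO library. Peak coordinates were read on GRCm38 with the GENCODE M21 annotation. Each peak summit was assigned to 1 feature, in the order promoter (TSS ± 500 bp, as in the paper), 5′ UTR, 3′ UTR, CDS, non-coding exon, intron and intergenic. The paper's annotation came from the UCSC genome browser and its peaks were merged within each group, whereas the values given here are per library, so that their spread between replicates is known. With 3 libraries against 3, exact permutation tests cannot go below p = 0.1.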

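The replicates were compared by their peaks, in the 3 pairs of libraries within CabZ Het, the 3 pairs within CabZ KO and the 9 pairs between genotypes. On average 45.8% of the peaks of the smaller library overlapped a peak of the larger one within CabZ Het, with 34.4 to 53.0% across pairs. Within CabZ KO the average was 32.3% (23.1 to 38.1%), and between genotypes it was 37.7% (19.98 to 55.4%). All pairs with CabZ Het replicate C, which had the most peaks, lay between 49.8 and 55.4%, within and between genotypes alike. Pairs within genotypes exceeded pairs between genotypes by 1.30 percentage points, and 5 of the 10 splits of the 6 libraries into groups of 3 gave a difference as large (one-sided exact test, p = 0.5). Without CabZ Het replicate A the difference was -8.13 percentage points, and without CabZ Het replicate B it was below 0 as well. By base pairs, the mean Jaccard index was 0.128 within CabZ Het, 0.0823 within CabZ KO and 0.0775 between genotypes, and the real split gave the largest difference of the 10 (one-sided exact test, p = 0.1). The paper judged reproducibility by principal components, clustering and correlation between libraries, which are other measures than peak overlap.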

Biological replicates of ATAC-seq showed highly reproducible results in CabZ Het and KO GV oocytes (Fig. S5A-D). 

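Of the peaks in CabZ Het libraries, 47.6 ± 1.95% (SD, n = 3) had their summit in intergenic regions and 41.0 ± 1.22% (SD, n = 3) in introns. In CabZ KO libraries, 42.1 ± 1.10% (SD, n = 3) were intergenic and 46.2 ± 0.433% (SD, n = 3) intronic. Intergenic regions made up 54.5% of the genome under this annotation and introns 38.8%.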

The majority of ATAC-seq peaks in oocytes were detected in the intergenic and intron regions (Fig. 5B). 

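Against the share of each feature in the genome, promoters held 2.29 times as many peak summits in CabZ Het libraries and 2.18 times as many in CabZ KO libraries (1.95 to 2.57 across the 6 libraries). For CDS the ratios were 1.22 in CabZ Het and 1.26 in CabZ KO libraries. The 5′ UTR ratios were 1.32 and 1.43, with 0.958 to 1.76 across the 6 libraries and the lowest in CabZ Het replicate A. The 3′ UTR ratios were 1.06 and 1.34, respectively (1.03 to 1.38 across the 6 libraries). Introns had ratios of 1.06 and 1.19, and intergenic regions 0.873 and 0.772.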

ATAC-seq peaks were also preferentially enriched at the promoter, CDS exon and UTR exon regions (Fig. 5B), suggesting they might act as promoters and enhancers to regulate gene expression. 

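The CabZ Het libraries held 43399, 67074 and 111327 peaks and the CabZ KO libraries 46070, 19160 and 29600, a difference of the means of -42323 (two-sided exact permutation test, n = 3 and 3, p = 0.2). With each library left out in turn, this difference lay between -57590.5 and -23626.5. The libraries with a higher background pileup were those of the CabZ Het group. With the pileups scaled to the lowest background, the difference was 2319 peaks in the other direction (exact permutation test, p = 0.8), a comparison chosen after the data were seen. At that depth, only CabZ KO replicate A (35260 peaks expected) lay above every CabZ Het library (18935 to 26072). CabZ KO replicate B (14640) lay below all of them, so the direction may rest on CabZ KO replicate A. Promoters held 7.24 ± 0.925% of the peaks (SD, n = 3) in CabZ Het and 6.90 ± 0.918% (SD, n = 3) in CabZ KO libraries (exact permutation test, p = 0.7, adjusted p = 0.82). The direction of this difference turned with promoters of TSS ± 1000 bp (11.0% in CabZ Het and 11.4% in CabZ KO), with the peaks merged within each genotype (6.64% and 6.76%), without CabZ Het replicate C (0.11 percentage points) and without CabZ KO replicate C (0.02 percentage points). Among the 5000 peaks with the highest scores in each library, promoters held 13.9 ± 5.35% (SD, n = 3) in CabZ Het and 8.86 ± 2.07% (SD, n = 3) in CabZ KO libraries, the alternative that moved this share most. The 3′ UTR share was 1.38 ± 0.0556% (SD, n = 3) in CabZ Het and 1.75 ± 0.0722% (SD, n = 3) in CabZ KO libraries (exact permutation test, p = 0.1, the smallest that 3 against 3 allow, adjusted p = 0.175). The shares in introns and intergenic regions differed without overlap between the genotypes as well, with the same p. CDS held 1.12 ± 0.153% (SD, n = 3) and 1.16 ± 0.231% (SD, n = 3) of the peaks, respectively (exact permutation test, p = 0.9).

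**Figure D2:**
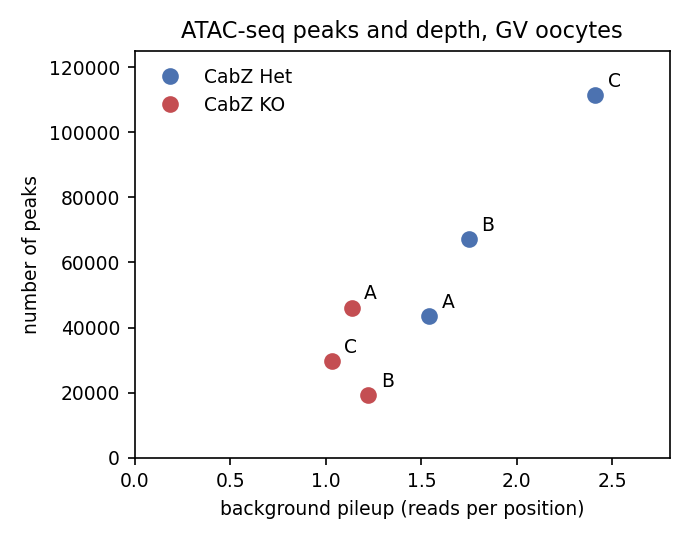
Number of ATAC-seq peaks of each CabZ Het and CabZ KO library against its background pileup (reads per position), a measure of depth, with 1 point per library (n = 3 per genotype). All 3 CabZ Het libraries lie at a higher background than the CabZ KO libraries, and CabZ Het replicate C has both the highest background, 2.41, and the most peaks, 111327.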

Although overall chromatin is less accessible in CabZ KO oocytes compared with Het, as reflected by the majority of ATAC-seq peaks that are enriched in intergenic regions (Table S1, Fig. 5B), we found elevated ATAC-seq enrichment in regulatory regions in the CabZ KO oocytes, in particular in promoter (18.82% peaks in Het versus 20.97% in KO), 3′UTR (1.94% in Het versus 2.05% in KO) and intron (30.81% in Het versus 34.36% in KO) regions (Fig. 5B). 

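Accessibility was set beside expression through genes with a promoter peak in all 3 libraries of 1 genotype and in none of the other. Of 24 genes with a peak only in CabZ KO libraries, 7 were tested in the RNA-seq of CabZ GV oocytes, and their median log2 fold change (KO over Het) was 0.06. This lay at percentile 71.6 of 10000 random lists matched on mean expression. Of 629 genes with a peak only in CabZ Het libraries, 131 were tested, with a median of 0.01 at percentile 82.3. The first median lay between -0.07 and 0.05 with 1 library left out, and the second between -0.04 and -0.01, and with peaks of a stricter threshold the second was -0.07.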

The increased accessibilities were also generally correlated with increased levels of gene expression in these regions in the CabZ KO oocytes (Fig. S5E). 

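Only peaks were available around the TSS, not the fragments behind an average profile. Promoter peaks were found for 4227, 7895 and 13435 of the 55304 annotated genes in CabZ Het replicates A, B and C. In CabZ KO replicates A, B and C, 5860, 2014 and 2787 genes had one.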

Dynamic changes were also seen in close vicinity to the TSS sites (Fig. 5C). This ATAC-seq data supports the global alteration of chromatin landscape shown by DNaseI-TUNEL staining.

The chromatin accessibilities of specific genes or specific loci are dramatically different between CabZ KO and Het oocytes. We found the aberrantly increased and decreased chromatin accessibility between CabZ KO and Het oocytes corresponded to 1130 and 1113 gene loci, respectively (Fig. 5D). 

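Fragments per gene region were not among the data, so a promoter peak present in every library of 1 genotype and absent from the other was counted instead. By this measure, 24 gene loci gained and 629 lost a peak in CabZ KO oocytes. Together these are 653 genes, and 2 of the 10 splits of the 6 libraries into groups of 3 gave as many, the other being CabZ Het replicate A with CabZ KO replicates B and C (873 genes). Both counts changed with the library left out. Without CabZ KO replicate B, 96 loci gained a peak, and without CabZ Het replicate A, 2485 lost one. Among the 5000 peaks with the highest scores per library, the counts were 9 and 43. From the ATAC-seq data, the paper reasons that the chromatin landscape is altered globally, as in its DNaseI-TUNEL staining.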

GO analysis revealed that the enriched genes are involved in transcription, mitosis, chromatin and development (Fig. 5E and Table S2). 

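None of the 7 genes that gained a promoter peak in CabZ KO libraries and were tested for expression was DE at the thresholds of the paper. Of the 131 that lost one, 3 were up and 2 down in CabZ KO GV oocytes. Gapdh (log2 fold change 1.04, adjusted p = 0.0013), Hp (1.05, adjusted p = 0.0010) and Speer4a (1.09, adjusted p = 3.4e-04) were up despite the loss of a peak. Pabpn1l (chromosome 8 of GRCm38, 122619471 to 122622740) fell from 85.8 ± 15.4 FPKM (SD, n = 4) in CabZ Het to 33.2 ± 16.1 FPKM (SD, n = 4) in CabZ KO oocytes, a log2 fold change of -1.43 (standard error 0.27, adjusted p = 0.0072 from limma). Bst2 (chromosome 8, 71534255 to 71537457) had a log2 fold change of -1.02 (standard error 0.18, adjusted p = 0.0058). These 5 genes were named after their values were seen.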

We performed integrated analysis using the ATAC-seq and the RNA-seq datasets, and identified 249 genes with consistent changes in their accessibilities and expression levels (Fig. 5F and Table S3). Genes with consistent change were involved in regulation of transcription factor binding, in cell functions that determine cellular components, and in differentiation and development (Fig. 5F).

In summary, we propose that Cabin1 (and Hira as an extension) modulates chromatin architecture by controlling the deposition of key repressive histone signatures and by maintenance of a globally condensed chromatin architecture. This is a hallmark feature of developmental competence in GV oocytes. Depletion of Cabin1 causes the reduction of repressive histone marks (i.e. H3K4me3 and H3K9me3) coupled with abnormal openness of accessible chromatin loci that leads to misregulation of maternal transcripts (e.g. *Zscan4*).

### Prolonged expression of Zscan4 results in loss of developmental competence and mimics the phenotype of two-cell embryos

To clarify how histone marks regulate the derepression of Zscan4, we initially performed a series of pharmacological inhibitor experiments. We used (1) BIX-01294, an inhibitor of G9a histone lysine methyltransferase (Kubicek et al., 2007), which decreases the level of H3K9me2; (2) MM-102, an inhibitor for MLL1, the core complex of H3K4 histone lysine methyltransferase, which results in decreased levels of H3K4me3 (Karatas et al., 2013); and (3) the combined treatment of BIX-01294 with MM-102 (Fig. S6A and Fig. 6A). We cultured wild-type GV oocytes with these inhibitors to monitor whether the level of Zscan4 increases after withdrawal of repressive histone marks. We first confirmed the efficiency of the inhibitors. In treatment (1), the level of H3K9me2 was reduced in the BIX-0129-treated group as well as H3K9me3 levels (Fig. S6A); in treatment (2), the level of H3K4me3 was reduced in the MM-102 treated group (Fig. S6A); and the combined treatment (3) successfully induced a reduction in the levels of H3K9me2 (51%, compared with DMSO group of 100%; *P*<0.0001) and H3K9me3 (64%, compared with DMSO group of 100%; *P*<0.0001), and also reduced the level of H3K4me3 (73%, compared with DMSO group of 100%; *P*=0.0013; Fig. 6A). Using this pharmacological approach, we observed elevated expression of *Zscan4* by qRT-PCR after all three treatments (Fig. S6A and Fig. 6A) as well as increased chromatin accessibility (Fig. 6A). These results indicate that the repressive histone marks (i.e. H3K4me3 and H3K9me3) act as upstream regulators to modulate the proper expression of Zscan4.

**Fig. 6.**
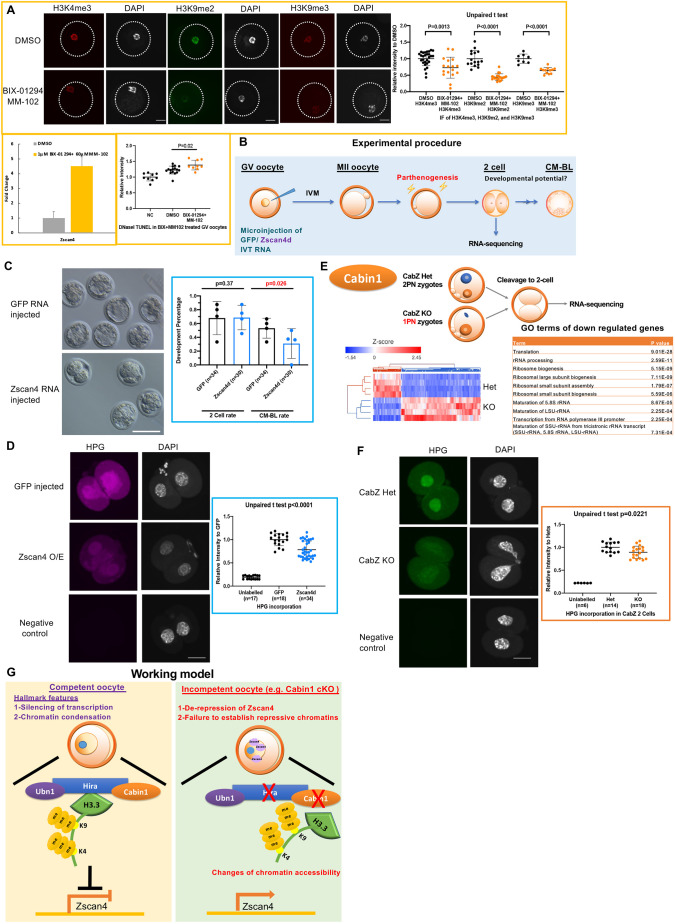
**Overexpression of Zscan4 impairs developmental competence.** (A) Histone methyltransferase inhibitor experiments confirmed that Zscan4 expression and overall chromatin accessibility are modulated by H3K4me3, H3K9me2 and H3K9me3 modifications. Oocytes were treated with BIX-01294 and MM-102 for 48 h. Immunofluorescence was used to confirm the inhibition of target histone marks. qRT-PCR was used to confirm the upregulation of Zscan4 after inhibitor treatment. A DNaseI-TUNEL assay was used to examine the global chromatin accessibility after BIX-01294 and MM-102 treatment. (B) Experimental procedure for overexpression of Zscan4 in oocytes and developmental/molecular analyses. (C) Zscan4d overexpressed oocytes compromised developmental potential. Left panel: developmental progression of GFP-injected and Zscan4-injected embryos at embryonic day 4 (E4). Right panel: quantification of two-cell cleavage and morula-to-blastocyst formation rate. (D) Global protein synthesis is repressed in Zscan4d overexpressed embryos by HPG incorporation assay. Left panel: HPG incorporation in Zscan4 overexpression and control (GFP injected and unlabelled) embryos. Right panel: quantification of HPG incorporation. (E) Gene ontology of RNA-seq result of Cabin1 mutant (CabZ KO) two-cell embryos showed that regulation of translation-related terms are among the top downregulated lists. (F) Global protein synthesis is repressed in the Cabin1 mutant (CabZ KO) two-cell embryos when assessed using a HPG incorporation assay. Left panel: images of HPG incorporation in CabZ KO and controls (CabZ Het and unlabelled) embryos. Right panel: quantification of the HPG incorporation assay. (G) A working model describes the mechanism controlling oocyte competence by Hira-mediated epigenome and transcriptome remodelling. Data are mean±s.d. Scale bars: 25 µm in A; 100 µm in C; 25 µm in D,F.

To further determine whether misregulation of Zscan4 in the oocyte directly contributes to consequent developmental arrest, we forced the expression of Zscan4 in wild-type oocytes. We used the same strategy for Zscan4d RNA injection in wild-type GV oocytes as for our MO injections, followed by *in vitro* maturation, selection of MII oocytes for parthenogenetic activation and subsequent *in vitro* culture (Fig. 6B). Successful overexpression was validated by qRT-PCR (approximately fourfold compared with the uninjected oocyte group), IF (∼230% compared with uninjected group) and western blot (∼200% compared with uninjected group) of Zscan4 [Fig. S6B,C; the upregulation of Zscan4 was observed in CabZ and ZH mutant oocytes (between 140 and 170%; Fig. 3A,B)]. The developmental potential of the embryos was determined by the progression to morula-to-blastocyst stage embryos. There was no significant difference in the proportion achieving the two-cell cleavage rate between the Zscan4 overexpression group and the GFP-injected control. By contrast, the developmental rate to morula-to-blastocysts was significantly reduced in the Zscan4 overexpression group (31%, compared with GFP-injected group of 53%; *P*=0.026; Fig. 6C). However, very little change in key histone marks (H3.3, H3K4me3 and H3K9me3) and in chromatin accessibility was observed by IF and DNaseI-TUNEL assays, respectively, in the Zscan4-overexpressing oocytes (Fig. S6D). This last finding suggests that the alterations of key repressive histones in both ZH and CabZ mutants are not triggered by the upregulation of Zscan4. The mechanism of Zscan4 expression is more likely mediated by upstream pathways that rely on histone modifications. These results also provide evidence that timely expression of Zscan4 is crucial for embryogenesis.

Knockdown/knockout of maternal genes that are crucial for zygotic genome activation and early embryogenesis (e.g. Brg1, Mll2 and Kdm1a) often induces an overall reduction of initiation of translation (Bultman et al., 2006; Ancelin et al., 2016). Indeed, two-cell stage parthenogenetic embryos derived from Zscan4-overexpressing oocytes displayed a significant reduction of global protein synthesis compared with two-cell stage embryos from GFP RNA-injected oocytes, as assessed by the homopropargylglycine (HPG) incorporation assay (73%, compared with GFP group of 100%; *P*<0.0001; Fig. 6D).

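RNA-seq values were available for 4 libraries each of CabZ Het and CabZ KO 2-cell embryos. The drawing in Fig. 6E shows zygotes with 2 pronuclei for CabZ Het and 1 pronucleus for CabZ KO. Neither the text nor the methods give the number of pronuclei in these embryos. The text does cite a separate study for defects of the male pronucleus after loss of Hira, Cabin1 or Ubn1. In CabZ Het embryos, 7947415 to 8239521 reads per library were counted on genes (median 7967057), and in CabZ KO embryos 5819316 to 6330243 (median 6053903.5). The table has the same unit as that of CabZ GV oocytes, and FPKM were restored and tested in the same way, for 7798 genes. In CabZ KO embryos, 1320 genes were up and 1594 down. These directions changed with the scaling between libraries. The median of all genes was -0.11 on the log2 scale, 0.17 after median scaling (1802 up, 1030 down) and 0.39 with the authors' column totals kept (2237 up, 713 down). All 1030 and all 713 of these genes were among the 1594. Gm8701 (log2 fold change 5.51), Kera and Gm8711 (4.82) rose most, and AA414992 (-4.19) and Gtpbp4-ps2 (-3.65) fell most.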

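The 83 cytosolic ribosomal protein genes tested had a median log2 fold change of -1.36 in CabZ KO embryos (camera, adjusted p = 4.5e-13), and 79 of them were lower. Of these, 59 were down over all genes tested and 59 adjusted over the list alone. Among 91 rRNA processing and ribosome biogenesis genes, 89 were lower (median -1.27, adjusted p = 3.9e-13), with 55 down over all genes and 55 adjusted over the list alone. The 34 translation initiation and elongation factors had a median of -0.83 (adjusted p = 0.0019), and 27 were lower, 13 of them down over all genes and 13 adjusted over the list alone, while 2 were up. With the authors' column totals kept, the scaling that brought it nearest to 0, the median of the ribosomal protein genes was -0.78. The values of the table used as they are gave a median of 0.57 for the translation factors. All 3 calls held with fry (adjusted p = 0.0013, 0.0013 and 0.0023) and none with an estimated correlation (0.61 each).

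**Figure D3:**
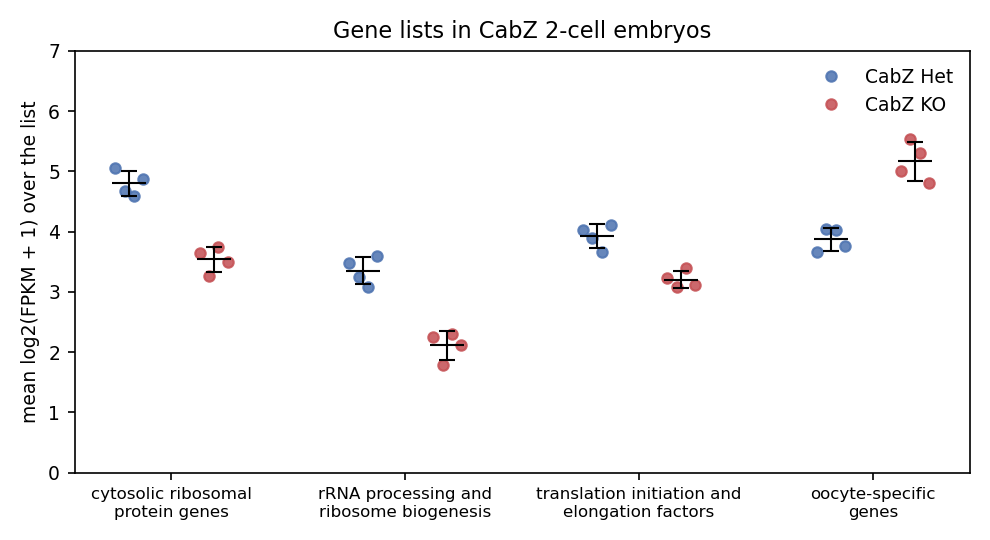
Mean log2(FPKM + 1) over the genes of each list in CabZ Het and CabZ KO 2-cell embryos, for cytosolic ribosomal proteins (83 genes), rRNA processing and ribosome biogenesis (91), translation initiation and elongation factors (34) and oocyte-specific genes (29), with 1 point per library and the mean and SD (n = 4). The first 3 lists are lower in CabZ KO embryos and the oocyte-specific genes higher, except that the translation factors are higher with the values of the table used as they are.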

Intriguingly, comparison of RNA-seq data from the CabZ KO and CabZ Het 2-cells revealed that top-ranked GO terms of DE downregulated genes appeared to be classified as translation, including rRNA processing, ribosome assembly and ribosome biogenesis (Fig. 6E). HPG incorporation assays also showed a significantly lower protein production in the CabZ KO compared with CabZ Hets two-cell embryos (89%, compared to CabZ Het group of 100%; *P*<0.0221; Fig. 6F), which agrees with the Zscan4 overexpression phenotype. The consistency of impairment of protein production in CabZ mutants and Zscan4 overexpression two-cell embryos indicates that there is a mutual deficit in the initiation of ZGA.

Moreover, RNA-seq analysis of Zscan4-overexpressing two-cell embryos revealed that transcripts involved in ‘regulation of transcription’, ‘blastocyst development’ and ‘ribosome small subunit assembly’ were overrepresented among the downregulated GO terms (Fig. S6E). 

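For the overexpression experiment, RNA-seq values were available for 3 libraries of two-cell embryos from Zscan4d RNA-injected oocytes (Zscan4 OE) and 4 from GFP RNA-injected oocytes. Zscan4d itself was not raised, with 79.4 ± 7.94 FPKM (SD, n = 3) in Zscan4 OE and 116.9 ± 34.4 FPKM (SD, n = 4) in GFP embryos. Its log2 fold change was -0.50 (adjusted p = 0.31 from limma), so for these libraries Zscan4 OE names the injection and not a rise measured in them. The paper reports the overexpression by qRT-PCR, immunofluorescence and western blot, against an uninjected group. These libraries are 2-cell embryos set against GFP embryos, another stage and control, and do not test that result. Between 9979873 and 21869858 reads per GFP library were counted on genes (median 10396371.5) and between 9885415 and 14098137 per Zscan4 OE library (median 13269801). The values are FPKM over the gene span with 0.001 added, and were tested with limma as in GV oocytes, for 4293 genes. In Zscan4 OE embryos, 1 gene was up and 61 were down, and at an unadjusted p under 0.05 without a fold change threshold 362 were higher and 488 lower. The counts depend on single libraries: 18 genes were down without GFP replicate A, 27 without Zscan4 OE replicate B and 99 without Zscan4 OE replicate C. With a replicate block, the alternative that moved the counts most, 2 genes were down and 0 up, and without the filter on low values 5 were down. Rfpl4b (chromosome 10, 38820541 to 38821780) fell most, from 30.1 ± 5.80 FPKM (SD, n = 4) to 1.698 ± 0.751 FPKM (SD, n = 3), a log2 fold change of -3.54 (standard error 0.22, adjusted p = 3.2e-04 from limma). Gm12625 (-2.89, adjusted p = 0.024) and Gm2001 (-2.79, adjusted p = 0.022) followed. Both lost their call with a replicate block, and also without GFP replicate A (adjusted p = 0.082 and 0.072), B or C or Zscan4 OE replicate A, and Gm2001 also without Zscan4 OE replicate B, where the fits without 1 library ranged from 0.0044 to 0.082 and from 4.2e-04 to 0.073.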

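Among the 68 cytosolic ribosomal protein genes tested, 57 were lower in Zscan4 OE embryos (median log2 fold change -0.35, camera adjusted p = 1.4e-06), and 1 was down, over all genes tested and adjusted over the list alone. The median moved to -0.12 without Zscan4 OE replicate B (adjusted p = 0.014, with 7.8e-08 to 0.014 across the fits without 1 library). The lists of rRNA processing and ribosome biogenesis (45 genes, 26 higher, median 0.05, adjusted p = 0.70) and of translation initiation and elongation factors (22 genes, 12 lower, median -0.08, adjusted p = 0.85) did not pass. The first turned to -0.01 with a replicate block, and the second to 0.01 both without a filter and scaled to the reads of the table. The call for ribosomal protein genes held neither with fry (adjusted p = 0.39) nor with an estimated correlation (0.90). The single genes of the paper's terms on transcription and blastocyst development are not named in its text, so these terms were not tested.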

Above all, Rps19, an essential ribosomal protein that is crucial for blastocyst development (Matsson et al., 2004) was shared in downregulated genes of CabZ and Zscan4-overexpressing two-cell embryos. qRT-PCR also confirmed the downregulation of *Rps19* in agreement with the results of RNA-seq (Fig. S6F). Therefore, likely failure to begin ZGA associated with the decline of overall protein production in the CabZ KO two-cell embryos is likely due to the derepression of Zscan4 in oocytes. This, in turn, hampers embryonic development.

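Rps19 (chromosome 7 of GRCm38, 24884371 to 24889807) had 11.5 ± 2.19 FPKM (SD, n = 4) in CabZ KO and 47.2 ± 6.84 FPKM (SD, n = 4) in CabZ Het two-cell embryos, a log2 fold change of -1.95 (standard error 0.19, adjusted p = 1.9e-04 from limma). These values rest on 275 to 445 reads per CabZ KO library and 1747 to 2457 per CabZ Het library. In Zscan4 OE embryos, Rps19 had 0.830 ± 0.669 FPKM (SD, n = 3) against 1.97 ± 0.712 FPKM (SD, n = 4) in GFP embryos, a log2 fold change of -0.74 (standard error 0.29, adjusted p = 0.22 from limma). The log2 fold change lay between -0.98 and -0.41 with each library left out in turn, and the reads numbered 12 to 114 per Zscan4 OE library and 96 to 493 per GFP library. From the decrease of Rps19 in both kinds of two-cell embryos and the lower protein production, the paper proposes that the failure to begin ZGA in CabZ KO embryos likely follows from the derepression of Zscan4 in oocytes.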

To address whether the abnormally elevated level of Zscan4 in oocytes (Fig. 3A,B) in Hira/Cabin1 mutants is responsible for the loss of developmental competence, we performed a rescue experiment. Partial knockdown of Zscan4 was achieved by microinjection of Zscan4 morpholinos (MO) (knockdown validation in Fig. S7A). Zscan4 MO and control (Ctrl) MO were microinjected into CabZ KO GV oocytes and the phenotypes were compared with uninjected and Ctrl MO injected CabZ Het GV oocytes. Following maturation to MII, oocytes were parthenogenetically activated and their developmental progression monitored. We observed that CabZ Het oocytes (both uninjected and Ctrl MO injected) can successfully develop to morula-to-blastocyst stage. By contrast, as stated above, CabZ KO GV oocytes (injected with Ctrl MO) revealed impaired developmental potential by showing a very low propensity of embryos reaching two cells and/or developing beyond the two-cell stage. Importantly, with downregulation of Zscan4 on a CabZ KO background, embryo development is partially restored (Fig. S7B). This rescue experiment further supports the observation that repression of Zscan4 in the oocyte is crucial for oocyte-to-embryo transition.

Taken together, our findings can be accommodated in a model (Fig. 6F) whereby competent oocytes display two hallmark features of (1) silencing of transcription and (2) regulation of overall chromatin condensation by the Hira complex mediated by H3.3 incorporation. This state is associated with repressive marks of H3K4me3 and H3K9me3 that suppress activation of a subset of early embryonic genes (e.g. *Zscan4*). Conversely, incompetent oocytes, such as those resulting from maternal disruption of Hira or Cabin1, fail to establish histone marks and H3.3 incorporation, as well as K4me3 and K9me3 modifications. As a consequence, an aberrant chromatin landscape results in premature activation of gene expression (e.g. derepression of Zscan4 and other embryonic two-cell genes) eventually leading to a developmental arrest.

## DISCUSSION

Using complementary approaches, we demonstrate that the Hira-complex plays an essential role in the development of oocyte competence to sustain embryo development. This complex is involved in shaping chromatin by promoting incorporation of H3.3 enriched with H3K4me3 and H3K9me3 marks in fully grown quiescent oocytes. The methylated H3.3 reduces chromatin accessibility and represses transcription of two-cell genes, including *Zscan4*, *Ddit3* and *Gm5039*, genes with crucial functions later in embryonic development. Failure to repress these genes causes delayed effects after fertilisation/parthenogenesis in the embryo. Consistent with this conclusion, overexpression of Zscan4 prevents the proper initiation of zygotic genome activation and causes a developmental arrest that recapitulates the key phenotypes of loss-of-function of Hira-complex mutants. A rescue of the Cabin1 phenotype by downregulation of Zscan4 on a Cabin1 null background reinforces this conclusion. Thus, enforcing a repression of transcription in quiescent GV oocytes is an indispensable step towards preparation for the programmed changes in gene expression in the zygote that are crucial for establishing totipotency.

Our data provide insight into the molecular mechanism involved in this generalised repression of transcription enforced in the GV oocyte prior to resumption of meiosis. Cabin1 has been identified as a vertebrate-specific subunit of Hira complex (there is no Cabin1 homolog in fly). Here, we have identified Cabin1 as a new maternal factor that is crucial for fecundity. Cabin1 homozygous null mutants exhibiting embryonic lethality during organogenesis have been reported (Esau et al., 2001). Cabin1 roles not only include binding to calcineurin and myocyte enhancer factor 2 (MEF2) in T-cell development, but also chaperoning H3.3 incorporation via binding to trimerised Hira (Ray-Gallet et al., 2018). The embryonic lethality phenotype in Cabin1 mutants likely results from insufficient incorporation of H3.3. Moreover, it has been shown that Cabin1 recruits Suv39H1, a major H3-K9 methyltransferase required to repress myocyte enhancer factor 2 transcription activity in T cells (Jang et al., 2007). In agreement with this view, we also observed a decreased level of H3K9me2/3 and HP1 in Cabin1 mutant oocytes. This finding supports the notion that Cabin1 likely has a similar mechanism of action in oocytes to suppress the developmental genes programmed to be expressed at later stages. Similarly, Cabin1 may play a function in the PRC1/PRC2- or Suv39h1/Suv39h2-mediated maternal-to-zygotic transition (Nestorov et al., 2015; Banaszynski et al., 2013).

Despite identification years ago of two distinctive features of competent oocytes, chromosomal condensation and formation of heterochromatin rims (Zuccotti et al., 2002; Debey et al., 1993), as well as transcriptional silencing (Bouniol-Baly et al., 1999), the underlying regulatory mechanisms repressing transcription have remained elusive. With our study, we demonstrate that H3K4me3/H3K9me3 are decreased in Hira and Cabin1 mutant oocytes. The observed decrease of H3K4me3 in the Cabin1 mutant oocytes suggests that the compromised accumulation of H3K4me3 (possibly the non-canonical form) has a repressive role in oocytes. The large number of upregulated genes that follow Hira inactivation is consistent with this view. Although H3K4me3 is widely accepted to be an active transcription mark (i.e. there is a high positive correlation between the transcriptome and canonical H3K4me3 incorporation), an additional role has been proposed for it specifically in the oocyte [i.e. non-canonical H3K4me3, which not only shows a lower correlation with transcription but also may play a role in genome silencing during oogenesis (Zhang et al., 2016)]. In addition, Zhang et al. (2016) and Dumdie et al. (2018) both documented that removal of non-canonical H3K4me3 by either overexpression of the responsible enzyme, Kdm5b, or by depletion of the upstream regulator, Zfp36l2, induced reactivation of transcription in oocytes. These lines of evidence support that H3K4me3 acts in a repressive role, particularly during oogenesis.

Although MLL2 (Kmt2d) has been reported as one of the important H3K4 methyltransferases in the oocyte (Andreu-Vieyra et al., 2010; Hanna et al., 2018), the role of other MLL proteins has not been extensively studied. Our result revealed that MM-102 (a MLL1 inhibitor) induced the reduction of H3K4me3, which supports the potential regulatory role of MLL1 in oocytes; however, further studies need to be conducted before drawing any conclusion. Therefore, future effort should focus on the extensive profiling of H3K4me3 and the other histone marks in Cabin1 mutants to pinpoint the genome-wide crucial transcriptional regulators.

The Hira-complex plays an essential role in remodelling of chromatin at a crucial transition of oocyte development. The altered H3.3 methylation that follows disruption of the Hira complex is associated with aberrant chromatin composition, as indicated by ATAC-seq and altered transcription measured by RNA-seq, with most affected genes being upregulated. These observations strongly argue that the repressive H3.3 methylation marks are indispensable for inducing the transcription silencing observed at this stage. The overall aberrant chromatin landscape in Cabin1 mutant oocytes could also be a consequence of the failure of nucleosome replacement of H3.3 mediated by the Hira complex (Schneiderman et al., 2012), which leads to the increase in chromatin accessibility (Navarro et al., 2020). Misregulation of transcription may result from the changes of chromatin accessibility (as observed in the ATAC-seq result) regulated by Hira directly via reduced nucleosome replacement (van der Heijden et al., 2007) or indirectly by H3.3 affecting associated histone modifications (e.g. H3K4me3 and H3K9me3) or DNA methylation (Nashun et al., 2015).

Failure of incorporation of methylated H3.3 in the oocyte leads to an early embryo arrest, indicating a loss of competence to develop as embryos. Our data, as well as those of others, is inconsistent with the idea proposed by Zuccotti et al. (2002) that the heterochromatin rim can be used as the unequivocal selection marker for competent oocytes. Both Hira and Cabin1 mutant oocytes have lost their developmental competence despite maintaining the heterochromatin rim structure. It is likely that, in addition to forming the heterochromatin rim structure, additional mechanisms in the oocyte are necessary for a higher degree of chromatin condensation to complete the final stage of the NSN-SN transition. According to this view, oocyte repressive histone modifications, including H3K4me3 and H3K9me3, may serve as the ‘competent oocyte’ histone codes deposited by the Hira complex. Notwithstanding Xia et al. (2019) reporting of the absence of ‘non-canonical’ H3K4me3 in human oocytes, the global transcriptional silencing event did take place during NSN-SN transition. Genome-wide profiling by Hi-C (Gassler et al., 2018) and/or in combination with a higher resolution imaging technique such as electron spectroscopic imaging (ESI) (Ahmed et al., 2010) should add further support to this idea.

Zscan4, a unique two-cell-specific transcription factor, plays pivotal roles during development (Falco et al., 2007), cell fate fidelity (Amano et al., 2013), regulation of transcription (Hung et al., 2013; Zhang et al., 2019), telomere and genomic stability (Zalzman et al., 2010), and is a specific marker of two-cell-like embryonic stem cells (Zalzman et al., 2010; Rodriguez-Terrones et al., 2018). In addition, misregulation of Zscan4 accompanies failure of progression through embryo development (Percharde et al., 2018; Matoba et al., 2014; Dan et al., 2014) and an imbalance of protein synthesis (Hung et al., 2013). In agreement with these findings, overexpression of Zscan4 in GV oocytes compromises oocyte developmental potential and mimics the key phenotypes of Cabin1/Hira mutants. In both cases, advanced developmental stages of the embryo are affected, owing to the impairment of ZGA initiation and protein production.

Intriguingly, embryonic Zscan4 expression is under tight control by chromatin regulators such as the PRC1 complex (i.e. Ring1/Rnf2; Posfai et al., 2012) and methylation of H3K9 (Matoba et al., 2014). Ring1/Rnf2-deficiency in oocytes leads to the precocious expression of *Zscan4* and of lineage markers such as *Sox2*, *Klf4*, and *Eomes*, which are thought to be expressed in later embryonic stages (Posfai et al., 2012). We found that the BIX-01294 and MM-102 inhibitors also induced upregulation of *Zscan4* in oocytes, suggesting that *Zscan4* expression is downstream of the regulation of H3K4 and H3K9 by methylation. On the other hand, overexpression of Zscan4 did not alter histone marks or chromatin accessibility (Fig. S6D), supporting the notion that it acts downstream of these histone modifications. All these findings taken together provide a strong link between the H3.3, the Hira complex and the mechanisms of gene silencing occurring at this stage of oocyte development.

In summary, we demonstrate that the H3.3 chaperone Hira complex is essential for oocyte developmental competence by shaping its epigenome and its transcriptome. The oocyte suppresses its totipotent/pluripotent potential by repressing a subset of early embryonic genes via deposition of repressive histones. Even though the chromatin condensation process is conserved in most mammalian oocytes, diverse dynamics have been noted. For example, four stages of chromatin condensation have been observed in bovine oocytes (Luciano et al., 2014). The properties shared between bovine and human oocytes should prompt a re-evaluation of the levels of H3K4me3, H3K9me3 and also Zscan4 in these species. Moreover, further research will be crucial to identify the Zscan4 targets and their involvement in regulation of chromatin condensation and the development of epigenetic biomarkers for competent oocytes. These, in turn, may provide new strategies to improve assisted reproductive technologies.

## MATERIALS AND METHODS

### Animals

Mouse experiments were approved by the University of Edinburgh's Animal Welfare and Ethical Review Board (AWERB) and carried out under the authority of a UK Home Office Project Licence. C57BL/6 wild-type mice were purchased from Charles River Laboratories. The mouse lines used in this study carried conditional floxed alleles for Cabin1 and for Hira on C57BL/6 backgrounds (both were provided by Prof. Peter Adams previously at the Beatson Institute, UK, now relocated to Sanford Burnham Prebys, La Jolla, CA, USA). Floxed Cabin1 (Cabin1^fl/fl^) and floxed Hira (Hira^fl/fl^) mouse lines were crossed with a Zp3-cre mouse line (de Vries et al., 2000) provided by Prof. Petra Hajkova (Imperial College London, UK) that expresses cre recombinase in the female germline to generate heterozygous and homozygous mutant oocytes.

### Oocyte/embryo culture and micromanipulation

Female mice were superovulated by administration of 7.5 IU pregnant mare serum gonadotrophin (PMSG from Prospec Protein Services) and 48 h later fully grown oocytes were isolated. Oocytes were cultured in M16 medium at 37°C, 6% CO_2_ and 5% O_2_. Parthenogenetic activation was carried out as previously described (Lin et al., 2014), matured MII oocytes were cultured in calcium-free CZB medium with 10 mM SrCl_2_ for 5 h.

For zygote collection, 48 h after PMSG administration 7.5 IU human chorionic gonadotrophin (hCG, Chorulon from Intervet) was injected and the mice were mated with C57BL/6 males. The following day, zygotes were collected from the oviducts. Embryos were cultured in KSOM medium at 37°C, 6% CO_2_ and 5% O_2_.

Micromanipulation was performed as described previously (Lin et al., 2013, 2014). Micromanipulation platform was equipped with a microinjector (FemtoJet 4i, Eppendorf), an inverted microscope (Leica, DMi8) and micromanipulators (Narishige). For Ubn1 knockdown experiments, oocytes were microinjected with control (Gene Tools) or Ubn1 antisense morpholino oligos (CTCCGACATGGCTACCAACAAGTCT). For H3.3 knockdown experiments, morpholinos were identical to those in our previous paper (Lin et al., 2013). Zscan4 antisense morpholino oligos (TGCCTGCTGTGAAGCCATTGT) were used for rescue experiment. For Zscan4 overexpression experiments, Zscan4 (Addgene 61831) and GFP (a gift from M. Anger, Institute of Animal Physiology and Genetics CAS, Czech Republic) *in vitro* transcription RNA were carried out using mMessage mMachine kit (Life Technologies) and a poly(A) tail was added (Applied Biosystems AM1350). Unincorporated nucleotides were then removed with a RNA clean up kit (Zymo R1015).

### Immunofluorescence

Immunofluorescence (IF) experiments were performed as previously reported (Lin et al., 2013, 2014). Images of stained oocytes/embryos were acquired by a spinning disk confocal (CSU-W1, Yokogawa) on an upright microscope frame (BX-63, Olympus) using a 30 or 60× silicon oil immersion objective (UPLSAPO 60XS2, Olympus). IF signal intensity was quantified using Fiji software. For quantifying the IF intensity of nuclear proteins in the oocytes, we only selected the nuclear region of interest for quantification and only selected ‘surrounded nucleolus, SN oocytes in which chromatin is condensed and forms a ring structure surrounding the nucleolus after DNA dye staining’ oocytes for comparison between groups. Antibodies used are listed in Table S4.

### Western blotting

Oocytes were washed in PBS and frozen at −80°C. Thirty oocytes were lysed in Reducing SDS loading buffer and denatured for 5 min. Proteins were separated by gradient precast 4-12% SDS-PAGE gel (Thermo Fisher) and transferred to Immobilon P membrane (Millipore) by the semi-dry blotting system. Membranes were blocked by 5% skimmed milk for 1 h and incubated with H3K4me3 (Diagenode, 1541003; 1:500), H3 (Abcam, ab1791; 1:500), Zscan4 (Abcam, 97748; 1:250) and Gapdh (Santa Cruz Biotechnology, 97166; 1:500) primary antibodies diluted in 1% milk*/*TTBS overnight. The membranes were incubated in peroxidase donkey anti-rabbit secondary antibody (Jackson ImmunoResearch, 711-035-152, 1:10,000) for 1 h at room temperature. Proteins were visualised by chemiluminescence using ECL (Amersham), and imaged and quantified using an Azure 600 Imager.

### Inhibitor experiments

GV oocytes from wild-type mice were cultured in M16 medium containing IBMX (both Sigma) at 37°C, 6% CO_2_ and 5% O_2_, and supplemented with: BIX-10294 (Stratech) at final concentrations of 0.1 µM and 1 µM (Huang et al., 2017); MM-102 (Cayman Chemicals) at final concentrations of 6 µM or 60 µM, within the range previously reported (Zhang et al., 2018); or a combination of 1 µM BIX-01294 and 60 µM MM-102. The inhibitors were dissolved in DMSO (Sigma) and an equivalent concentration was used for the control groups. After 48 h the surviving GV oocytes were either fixed in 4% paraformaldehyde (Thermo Scientific) for investigation by IF, or frozen at −80°C for RNA isolation and subsequent qRT-PCR.

### Nascent transcription and translation assays

For nascent transcription assays, oocytes were incubated in M16 medium with IBMX supplemented with 1 mM EU (5-ethynyl uridine) for 2 h, fixed in methanol, then a Click-iT RNA Imaging kit (Thermo Fisher Scientific) was used and visualisation was by confocal microscopy. Changes in protein expression were monitored using a Click-iT Protein Synthesis Assay kit (Thermo Fisher Scientific). Oocytes and two-cell embryos were cultured in M16 medium with the methionine analogue HPG at a dilution of 1:500. Newly synthesised proteins incorporating the HPG were visualised by confocal microscopy.

### RNA isolation and qRT-PCR

RNA was extracted from oocytes/embryos using PicoPure RNA isolation kit (Arcturus) and cDNA made using iScript cDNA Synthesis kit (BioRad). Brilliant III SYBR green QPCR Master Mix (Agilent Technologies) was used for qRT-PCR and reactions run on a Roche LightCycler 96 real-time PCR system. mRNA levels of genes of interest were calculated by comparison with Hprt1 and H2A mRNA levels using REST software. Primers used are listed in Table S5.

### RNA-seq and data analysis

Ten oocytes collected from each experimental treatment or control were pooled and cDNA was amplified using Smart-seq2 v4 kit with minor modifications from manufacturer's instructions (four replicates of each for both Hira and Cabin1 Het and KO oocytes, three replicates for Zscan4 overexpression and four replicates with GFP controls). Briefly, oocytes were lysed, and mRNA was captured and amplified with the Smart-seq2 v4 kit (Clontech) following the manufacturer's instructions. RNA-seq libraries were constructed using Nextera XT DNA Library Preparation Kit (Illumina) and multiplexed using Nextera XT Indexes kit (Illumina) according to the manufacturer's instructions. Libraries were quantified by Qubit (Life Technologies) and Tapestation 4200 (Agilent). Pair-end 150 bp sequencing was performed on an Illumina HiSeq X sequencer.

Multiplexed sequencing reads that passed filters were trimmed to remove low-quality reads and adaptors by TrimGalore-0.4.3. Clean reads were aligned to the mouse genome (GRCm38/mm10) by using STAR with default parameters. Approximately 30 million reads per individual cell were generated. Individual mapped reads were adjusted to provide FPKM (fragments per kilobase of exon model per million mapped fragments) values with RefSeq genes as reference. Differential gene expression analysis was performed by a Partek Flow GSA algorithm with default parameters. The genes were deemed differentially expressed if they provided a false discovery rate (FDR) adjusted *P*<0.05 and fold change >2. Gene Ontology (GO) and pathways analysis was performed using IPA (Ingenuity Pathway Analysis), with an FDR adjusted *P*≤0.05 deemed statistically significant.

### ATAC-sequencing and data analysis

The ATAC-seq libraries of oocytes were prepared as previously described with minor modifications (Wu et al., 2016, 2018). Briefly, approximately 100 pooled oocytes (three replicates of Cabin1 Het and KO GV oocytes) were lysed in ice-cold lysis buffer [10 mM Tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl_2_ and NP-40 (0.5%)] for 15 min on ice to prepare the nuclei. Nuclei were then incubated with the Tn5 transposase (TDE1, Illumina) and tagmentation buffer at 37°C for 30 min with shaking on a thermomixer at 500 ***g***. Tagmentated DNA was purified using MinElute Reaction Cleanup Kit (Qiagen). PCR was performed to amplify the ATAC-seq libraries using Illumina TrueSeq primers and multiplex by indexed primers under the following PCR conditions: 72°C for 3 min; 98°C for 30 s; 15 cycles of 98°C for 15 s, 60°C for 30 s and 72°C for 3 min; followed by 72°C for 5 min. The ATAC-seq libraries were purified twice with the 1.1× AMPure beads (Beckman) and quantified by Qubit (Life Technologies) and Tapestation 4200 (Agilent). ATAC-seq libraries were sequenced on the Illumina HiSeq X platform with 150 bp end reads.

All quality assessed ATAC-seq reads were aligned to the mouse reference genome using Bowtie 2.3 with following options: --very-sensitive -X 2000 --no-mixed --no-discordant. Alignments resulted from PCR duplicates or locations in mitochondria were excluded. Only unique alignments within each sample were retained for subsequent analysis. Principal component analysis (PCA) was performed on pairwise correlation data in R with functions prcomp. ATAC-seq peaks were called separately for each sample by MACS2 (Zhang et al., 2008) with following options: --keep-dup all –nolambda --nomodel. The ATAC-seq bigwig files were generated using bamcoverage from deeptools. The ATAC-seq signals were visualised in the Integrative Genome Viewer genome browser. The reproducibility between ATAC-seq libraries were assessed using PCA, hierarchical clustering analysis (Partek algorithm) and scatter plot analysis (using Pearson's r coefficient, which was calculated using ‘cor’ function and were visualised using ‘smoothScatter’ function available in R). Peaks in individual samples from the same development stage were subsequently merged using bedtools (https://bedtools.readthedocs.io/en/latest/). The annotations of genomic features, including transcription start sites (Matsson et al., 2004), transcription end sites (TES), promoters, CDS, introns, 5′ UTR, 3′ UTR and intergenic regions were downloaded from UCSC genome browser. Promoters were defined as 500 bp upstream and downstream of the TSS for each annotated gene (TSS±500 bp). Intergenic regions were defined as genomic regions before the TSS of the first gene and after the TES of the last gene in each chromosome, and in between the TES and TSS of two consecutive genes.

For downstream analysis, we normalised the read counts by computing counts scaled by the number of sequenced fragments multiplied by one million (CPM). Chromatin accessibility in each developmental stage was assessed by the number of ATAC-seq fragments (FPM) mapped to the defined gene region in all samples from that stage. Integrative analysis on the changes of chromatin accessibilities and their corresponding gene expression changes between treatment groups was conducted using the genes with differential accessibilities (two-fold change threshold) and the differential expressed genes (FDR adjusted *P*<0.05 and fold change >2). Gene ontology (GO) and pathways analysis was performed using IPA, with an FDR adjusted *P*≤0.05 deemed statistically significant.

### DNaseI-TUNEL assay

Oocytes were permeabilised by 0.5% Triton X-100 in pre-extraction buffer (300 mM sucrose, 25 mM HEPES, 1 M CaCl_2_, 50 mM NaCl and 3 mM MgCl_2_) for 5 min before digesting with 0.2 U/ml of DNase I (Tanaka et al., 2001). Embryos were then fixed in 4% PFA. TUNEL assays (Click-iT TUNEL Imaging assay, Thermo Fisher Scientific) were carried out according to manufacturer's instructions. Images were visualised by confocal microscopy.

### Statistical analyses

For analyses of the percentage of oocyte maturation and embryonic development, the χ^2^ test was used as previously described (Lin et al., 2013, 2014). For analyses of IF intensity, signals of EU, DNaseI-TUNEL and HPG incorporation, two-tailed *t*-test with unequal variance was used. All error bars indicate s.d.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

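RNA-seq values were available for 31 libraries in 4 tables, one each for GV oocytes of the ZH line and of the CabZ line, for CabZ 2-cell embryos and for two-cell embryos from oocytes injected with Zscan4d or GFP RNA. ATAC-seq peak lists were available for 6 libraries of CabZ GV oocytes. Samples were grouped by the genotype or injection, stage and replicate named in the sample records, and every library was used. There were 4 libraries per group, apart from 3 libraries of Zscan4 OE embryos and 3 libraries per genotype for ATAC-seq.

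According to the methods, the authors trimmed the RNA-seq reads with TrimGalore, aligned them to GRCm38 with STAR, adjusted them to FPKM and tested them with Partek Flow. The ZH and Zscan4 OE tables hold FPKM values that the authors calculated from reads on each gene; the values themselves show that each was divided by the whole gene span, introns included, and that the authors added 0.01 (ZH) or 0.001 (Zscan4 OE) to every value before they were deposited. The tables of CabZ GV oocytes and CabZ 2-cell embryos hold score values that are not FPKM: the authors divided the reads by the gene span 2 times, scaled every library to the same total and added 0.01 before they were deposited, which was read from the values. The same tables list between 15855 and 25053 genes with their coordinates, and 93.5 to 97.0% of the symbols that the GENCODE M21 annotation also holds have the same coordinates there. Partek Flow's counting of reads shared by several genes is not described in the paper's text.

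Per the methods, the authors aligned the ATAC-seq reads with Bowtie, excluded PCR duplicates, mitochondrial and non-unique alignments, and called peaks separately for each library with MACS2, keeping duplicates and using 1 background for the whole genome. Each peak list was deposited as MACS2 wrote it for the authors, with -log10 p and -log10 q values at the summit. The fold enrichment ratio of each peak over the genome background was likewise computed by the authors with MACS2 before deposit. The score values of the peak lists were made by MACS2, run by the authors, as 10 times -log10 q, rounded down to a whole number, which was checked on the values.

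The design had been written for the tables as they stand. After the unit of the CabZ tables was known and before any test was run, FPKM were restored for these 2 tables: 0.01 was subtracted, each value was multiplied by the gene span, and each library was scaled to its total of reads in the table. Reads per gene were recovered as multiples of the smallest step in each library, and not all of them were whole. Among low values, 63.7 to 69.2% lay close to a whole number in CabZ GV libraries. In ZH libraries the share was 81.4 to 83.0%. The numbers of reads given for single genes are rounded. The number of reads counted on genes was 9592741 to 15082556 per ZH Het library, 8996898 to 10869870 per ZH KO library, 10705855 to 12468938 per CabZ Het and 9115866 to 10010812 per CabZ KO GV library, 7947415 to 8239521 per CabZ Het and 5819316 to 6330243 per CabZ KO 2-cell library, and 9979873 to 21869858 per GFP and 9885415 to 14098137 per Zscan4 OE library. The number of ATAC-seq reads is not known. Reads are not molecules, so the precision that these numbers give covers counting error only.

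Genes with a mean of at least 1 FPKM over a table's libraries were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), one table at a time, without a replicate block and without a trend in eBayes. DE genes had a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2, the thresholds of the paper. The fold change was the difference of the group means of log2(FPKM + 1), not the ratio of FPKM. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data in which genes of each table were changed, 94.7 to 100% of genes changed 4- or 8-fold were called, with 0 to 5 false calls. Only genes with high values were changed, and noise was drawn for each gene apart, from the spread of the control libraries. Genes changed 2-fold are not in this share. These shares thus do not hold for genes near the filter or for variation shared between genes. Shared DE genes were tested with a one-sided hypergeometric test against the genes tested in both lines. Values of single genes under the mean of 1 FPKM were compared by two-sided exact permutation tests, whose smallest p is 0.0286 for 4 libraries against 4 and 0.1 for 3 against 3.

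In place of the GO terms, 16 lists of genes were written from general knowledge before the data were examined: cytosolic ribosomal proteins, mitochondrial ribosomal proteins, rRNA processing and ribosome biogenesis, RNA polymerase III subunits, translation initiation and elongation factors, the Zscan4 family, two-cell-stage genes, DNA repair and damage response, mitosis and cell division, chromatin remodelling, the apoptotic process, the Hira complex and H3.3, Y-linked genes, paternally expressed genes, granulosa and cumulus markers, and oocyte-specific genes. Each list with at least 3 genes tested was tested with limma's camera (preset correlation 0.01), adjusted over the lists within each comparison. Only genes above the filter on low values stand for a list, and for some lists these are a minority, as with 15 of 56 chromatin remodelling genes in ZH oocytes. A gene with 3 reads or fewer in every library of a group was given only a bound. The genes named are every gene the results section of the paper names and, in each comparison, the 3 DE genes with the largest increase and the 3 with the largest decrease among those with a mean of at least 10 FPKM and no overlap between the groups; any other named gene was chosen after its values were seen. Differences between the effects of 2 comparisons were tested by permuting the libraries' membership in the comparison within each genotype, over 4900 arrangements.

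Peaks were assigned by their summit to 1 feature of the GENCODE M21 annotation in the order promoter (TSS ± 500 bp), 5′ UTR, 3′ UTR, CDS, non-coding exon, intron and intergenic; the class of non-coding exons was added after the design was written. Shares of peaks per library were compared by exact permutation tests with Benjamini-Hochberg adjustment over the features. Genes with a promoter peak in all libraries of 1 genotype and none of the other stood in for changed gene loci, and their expression was compared with 10000 random lists of genes matched on mean expression.

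The alternatives set before the data were examined were, for RNA-seq, a pseudocount of 0.1, no filter on low values, a mean of at least 5, median scaling over genes with a mean of at least 10, quantile normalization, a replicate block, eBayes with a trend, the ratio of group means, no fold change threshold, an adjusted p under 0.01, camera with an estimated correlation, fry, and leaving out each replicate in turn. For ATAC-seq they were a -log10 q of at least 3, the 5000 peaks with the highest -log10 q, an overlap of at least 0.5 of both peaks, promoters of TSS ± 1000 bp, the feature overlapped anywhere by the peak, and leaving out each replicate in turn. Alternatives chosen after seeing the data were the authors' scaling between libraries, the values of the CabZ tables used as they are, scaling to the reads of the table, voom on the recovered reads, the RefSeq annotation, peaks thinned to the lowest depth, and peaks merged within each genotype. Each alternative changed 1 choice, apart from merged peaks under the RefSeq annotation, which changed the merging and the annotation together. The real split of the libraries into groups was compared with all 35 splits of a comparison, or with 100 drawn pairs of splits for shared genes (seed 11).

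Negative binomial tests on whole reads had been listed as alternatives in case the values were whole reads times 1 factor per library. They were not run, since every value also depends on the gene span. GO and IPA analyses, the comparison with published two-cell datasets, the qRT-PCR results and the ATAC-seq signal profiles were left out, because the data behind them were not among the tables and peak lists.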

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

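The tests of scaling between libraries, of 1 library, of library depth, of reads shared within the Zscan4 family in GV oocytes and of the Y-linked reads were chosen only after the results were seen, as was the attention given here to the oocyte-specific genes, the Y-linked genes and the Zscan4 family in Zscan4 OE embryos, whereas the tests of gene span, of development behind the controls, of slower loss of maternal transcripts and of reads shared within the family in Zscan4 OE embryos were chosen before their results were seen.

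Single libraries lay far from the other libraries of their group in 9 of 111 values tested, where 5.55 are found by chance. In GV oocytes, these were the translation initiation and elongation factors in ZH KO replicate 3 (mean log2(FPKM + 1) of 3.27, against 3.48 to 3.51 in the others), the two-cell-stage genes in ZH KO replicate 1 (3.27 against 3.86 to 3.97), the cytosolic ribosomal proteins in CabZ Het replicate 3 (3.88 against 4.08 to 4.10) and Gm5039 in CabZ Het replicate 2 (1.55 against 1.13 to 1.20). In CabZ KO 2-cell replicate 4, Zscan4c (6.18 against 7.88 to 8.17) and Zscan4f (6.55 against 8.70 to 8.90) were lower. Zscan4d was lower in CabZ Het 2-cell replicate 3 (5.93 against 6.87 to 6.96), and Zscan4f in GFP replicate A (7.32 against 7.96 to 8.04). The value for Y-linked reads, 73.0 in CabZ KO 2-cell replicate 1, is weighed with the other Y-linked reads. Without CabZ KO replicate 4, the log2 fold change of Zscan4c in CabZ KO 2-cell embryos moved from 0.80 to 1.26 (adjusted p = 0.024, with 0.024 to 0.45 across the fits without 1 library) and that of Zscan4f from 0.53 to 1.09 (adjusted p = 0.017, with 0.017 to 0.68), so both passed the threshold. The lowest log2 fold changes of these fits were 0.47 for Zscan4c and 0.30 for Zscan4f. CabZ KO replicate 4 holds 5819316 reads, the fewest of its group, whose largest library holds 6330243. Zscan4c and Zscan4f are paralogs, so the pair of low values in this library is not independent. No explanation for these single values was tested, and a difference between the embryos of each library stays open.

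The Zscan4 family and the two-cell-stage genes moved further in ZH KO than in CabZ KO GV oocytes. Over the 4 Zscan4 genes tested in both lines, the mean log2 difference between KO and Het was 3.23 in the ZH line and 0.56 in the CabZ line, a difference of 2.67 (permutation test over 4900 arrangements, p = 0.0012, adjusted p = 0.0024 over 10 such tests). For 15 two-cell-stage genes, the mean differences were 1.48 and 0.63, apart by 0.855 (permutation test, p = 4.1e-04, the smallest these arrangements give, adjusted p = 0.0010). The tables of the 2 lines differ in the authors' scaling and in the unit, from which FPKM were restored for the CabZ line. The scalings moved the median of all genes in the ZH line from -0.04 to between -0.13 and 0.09, far less than either difference. Under the alternatives, the median of the Zscan4 family stayed between 1.89 and 5.82 in ZH KO oocytes and between 0.49 and 1.96 in CabZ KO oocytes. Reads shared within the family would leave its summed reads unchanged, but in ZH KO oocytes these were 8.35 times those of ZH Het oocytes, with every ZH KO library above every ZH Het library. In the CabZ line the ratio was 1.06, with 2 KO libraries below and 1 above every Het library. Most reads of the CabZ Het sum lay on members other than Zscan4c, Zscan4d and Zscan4f. Zscan4-ps1 fell while Zscan4d rose, so a rise of single genes there cannot be told apart from reads divided in another way within the family. In CabZ KO oocytes, the mean of the 4 genes ranged from 2.07 to 3.98 between libraries, against 2.13 to 2.33 in CabZ Het oocytes. The line is confounded with the gene deleted and with the table, so a difference between the lines other than the deleted gene stays open. A stronger effect of Hira than of Cabin1 is the biological explanation that the design names, and it was not tested apart from these.

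Transcripts for translation were lower in CabZ KO 2-cell embryos, which was not so in CabZ KO GV oocytes. The mean log2 difference between KO and Het was -1.30 in 2-cell embryos and 0.0503 in GV oocytes for 80 cytosolic ribosomal protein genes, -1.26 and 0.0691 for 72 rRNA processing and ribosome biogenesis genes, and -0.688 and 0.0812 for 31 translation initiation and elongation factors, apart by -1.35, -1.33 and -0.769 (permutation tests, p = 4.1e-04 each, the smallest that 4900 arrangements give, adjusted p = 0.0010 each). For each of these lists, 1 of the 35 splits of the 2-cell libraries, the real one, gave a median as large. Scaling between libraries would need a median of 0 under some scaling, but the ribosomal protein genes stayed at -0.782 under the scaling that brought them nearest to 0, while the translation factors turned to 0.57 with the values of the table used as they are. A bias by gene span would place the ribosomal protein genes among random lists of genes of the same span and mean, but their median lay at percentile 0 of 10000 such lists, below each of them. The depth, lower in every CabZ KO than in every CabZ Het 2-cell library, would lower these lists as much, since genes of the same span and mean have as many reads, but the mean of their medians was -0.158, against -1.36 for the ribosomal protein genes. Development behind the controls would place them among lists of genes with the same change from GV oocyte to 2-cell embryo in CabZ Het, but the median lay at percentile 0 of those as well. The medians of those lists had a mean of -0.37, so a delay of this kind may account for part of the decrease. Their match is on the net change, which does not tell loss of maternal transcripts from new transcription. For every list, the number of pronuclei stays open, which Fig. 6E draws as different between the genotypes. For the ribosomal protein genes, reads shared with their pseudogenes stay open as well. Gene span, depth and development behind the controls were tested for the ribosomal protein genes only, so they stay open for the other lists. A delay that moves ribosomal protein genes otherwise than genes of the same net change stays open for them too. An effect of the Cabin1 deletion on these transcripts, which the paper proposes, is a hypothesis that these values leave open.

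Y-linked genes, which the paper does not discuss, had reads in 2-cell embryos. CabZ Het 2-cell libraries held 89.2 ± 38.3 Y-linked reads (SD, n = 4) after scaling to the reads of the table, with 52.2 to 142 between libraries, against 0.533 ± 0.0965 (SD, n = 4) in CabZ Het GV oocytes, whose table lists 1 of these genes where that of the embryos lists 8. CabZ KO replicate 1 held 73.0 on this scale (95% Clopper-Pearson interval 66.3 to 80.3), while replicates 2, 3 and 4 held 2.44, 1.78 and 5.54, so 3 of the 4 CabZ KO libraries lack most of these reads. The number of reads was 415 to 1132 in CabZ Het libraries and 427, 15, 11 and 32 in the CabZ KO libraries (two-sided exact permutation test of the scaled values, p = 0.057). Library depth would leave 3 reads or fewer at the lowest rate of a CabZ Het library, but at least 304 would be found in the shallowest of the 3 libraries. A failed start of zygotic transcription would lower the two-cell-stage genes, whose median log2 fold change was 0.449, but these go both ways (17 up, 9 down, adjusted p = 0.15) and do not decide it. This, the sex of the embryos and the lack of an active paternal genome in most embryos cannot be told apart, because the autosomal genes that only the paternal copy expresses are few and go both ways: of 14 such genes 9 were lower in CabZ KO embryos, with a median log2 ratio of -0.691, at percentile 4.42 of random lists matched on mean reads. Among them, Snrpn had 364 to 717 reads in CabZ KO and 1040 to 1564 in CabZ Het libraries, and Kcnq1ot1 had 12 to 37 and 131 to 242. Reads were also fewer without overlap for Usp29 (76 to 214 against 353 to 409) and Zrsr1 (4 to 158 against 193 to 288). Mest (294 to 441 against 98 to 159) and Airn (56 to 157 against 0 to 30) went the other way without overlap. The zygotes that Fig. 6E draws with 1 pronucleus for CabZ KO and 2 for CabZ Het bear on the lack of an active paternal genome. So do the male pronucleus defects that the paper cites for Cabin1. The number of embryos per library and their sex are not known.

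Oocyte-specific genes, a list of maternal transcripts that the paper does not discuss in embryos, were higher in CabZ KO 2-cell embryos. Their median log2 fold change was 1.34 over 29 genes (camera, adjusted p = 1.0e-07), 27 were higher, and 17 were up, over all genes tested and adjusted over the list alone. The call held with fry (adjusted p = 0.0013) and not with an estimated correlation (0.61), and the real split gave the largest median of the 35 splits (1 of 35). The other scalings of FPKM cannot decide whether scaling between libraries is the source, because they raise all genes. The median of all genes went from -0.11 to 0.17 with median scaling and 0.39 with the authors' totals, so the list could only move away from 0 (1.68 at the nearest). It stayed above the median of all genes under both. With the values of the table used as they are, the median of the list was 0.90. Slower loss of maternal transcripts is a candidate explanation: random lists of genes with the same change from GV oocyte to 2-cell embryo in CabZ Het had a mean median of 1.08, and the oocyte-specific genes lay at percentile 82.6 of them, averaged over 6 ways to part the Het libraries. These lists matched the change only to 0.43 SD. Across 6849 genes, which are not independent replicates, those that fell more from GV oocyte to 2-cell embryo in CabZ Het were higher in CabZ KO 2-cell embryos (Spearman's rho -0.44, with -0.53 to -0.35 over the ways to part the libraries, and -0.51 to -0.37 in the 4 CabZ KO libraries taken alone). Whether the loss is slower because the embryos were less far developed when collected, or through the deletion, was not tested.

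The Zscan4 family, of which 1 gene had been injected as RNA, was lower in Zscan4 OE than in GFP 2-cell embryos. The median log2 fold change was -1.63 (camera, adjusted p = 1.1e-05), and 9 of 9 genes were lower, of which 0 were down over all genes tested and 7 adjusted over the list alone. The genes down at an unadjusted p under 0.05 in the whole comparison numbered 488. The call held neither with fry (0.18) nor with an estimated correlation (0.62), while the real split gave the largest median of the 35 splits (1 of 35). Zscan4d, the gene injected, had a log2 fold change of -0.50 (adjusted p = 0.31 from limma), so these libraries do not show the rise that their label names. The paper measured that rise by other methods, against an uninjected group. Reads shared within the family would leave the sum over the family unchanged, but the summed reads of Zscan4 OE embryos were 0.401 of those of GFP embryos, with every Zscan4 OE library below every GFP library (two-sided exact permutation test, p = 0.057). If 1 library were the source, leaving it out would take away most of the decrease, but the median nearest to 0 was -0.847, without Zscan4 OE replicate B (adjusted p = 4.3e-07), and without Zscan4 OE replicate C it was -2.06. An effect of Zscan4d on its own family, or a difference in the stage or yield of the injected embryos, stays open.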

How the results depend on the processing

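The alternatives that keep the authors' scaling, use the CabZ values as they are, scale to the reads of the table, use voom, the RefSeq annotation or peaks thinned to the lowest depth were chosen only after the data were seen. Apart from the fits without 1 library, 77 of 128 counts of DE genes stayed within 1.5 times their value and 51 moved, 211 of 244 values of the main lists kept direction and side of the threshold, 24 fell short of it, 3 passed it and 6 reversed. Among the other lists, 363 of 396 values stayed the same, 6 fell short of the threshold, 12 passed it and 15 reversed. Of 542 values of named genes, 522 stayed the same, 7 fell short of the threshold, 13 passed it and none (0 of 54 named gene results) reversed. Of 44 ATAC-seq values, 30 stayed within their spread, 9 moved and 5 reversed. Unless stated otherwise, the cause was not tested.

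With a mean of at least 5 FPKM, where fewer genes are tested, 312 genes were up and 266 down in ZH KO oocytes, 73 up in CabZ KO oocytes, 641 up and 1009 down in CabZ KO 2-cell embryos, 0 up in Zscan4 OE embryos, and 49 up and 12 down in both lines. The ZH medians were then -0.13 for DNA repair (adjusted p = 0.37) and -0.46 for chromatin remodelling (0.31), and that of translation factors in CabZ KO 2-cell embryos was -0.46 (0.37). Directions turned in CabZ KO oocytes for translation factors (-0.049), DNA repair (0.12) and chromatin remodelling (0.028), and in Zscan4 OE embryos for DNA repair (-0.026) and mitosis (-0.12). Fewer than 3 Zscan4 genes were left in CabZ GV oocytes, which gave no value.

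Without a filter on low values, where genes with few reads are added, 0 genes were up and 5 down in Zscan4 OE embryos, where 362 genes were higher and 488 lower at an unadjusted p under 0.05 with the filter. The result for translation initiation and elongation factors, median log2 fold change in ZH KO GV oocytes, turned to -0.00093. Medians also turned for mitosis (-0.0062) and chromatin remodelling (0.0044) in CabZ KO oocytes, for the Hira complex in CabZ KO 2-cell embryos (-0.090) and for translation factors in Zscan4 OE embryos (0.0068). The mitosis list passed in ZH KO oocytes (-0.10, adjusted p = 0.0030).

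Without a fold change threshold, which adds genes by construction, 1485 genes were up and 1521 down in ZH KO oocytes, 520 and 363 in CabZ KO oocytes, 2413 down in CabZ KO 2-cell embryos, 4 up in Zscan4 OE embryos, and 325 up and 190 down in both lines. With an adjusted p under 0.01, 0 genes were up and 14 down in Zscan4 OE embryos. A pseudocount of 0.1 gave 796 genes down in ZH KO oocytes, 227 up and 101 down in CabZ KO oocytes, and 149 up and 37 down in both. The ratio of group means gave 794 down in ZH KO oocytes, 249 up and 105 down in CabZ KO oocytes, 2 up in Zscan4 OE embryos, and 163 up and 38 down in both lines. With voom, 1040 genes were up and 639 down in ZH KO oocytes, 251 and 115 in CabZ KO oocytes, and 171 and 41 in both, and the median of ribosome biogenesis in ZH KO oocytes turned to 0.049.

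Scaled to the reads of the table, 958 genes were up in ZH KO oocytes and 0 in Zscan4 OE embryos. Chromatin remodelling in ZH KO oocytes then had a median of -0.28 (adjusted p = 0.069), and directions turned for ribosome biogenesis in ZH KO oocytes (0.048) and for translation factors (0.00966) and apoptosis (-0.000346) in Zscan4 OE embryos. Median scaling gave 1030 genes down in CabZ KO 2-cell embryos and turned the translation factors in ZH KO oocytes to -0.064. With the authors' scaling, 2237 genes were up and 713 down in CabZ KO 2-cell embryos, and DNA repair (0.23) and apoptosis (0.026) turned. Quantile normalization gave 3 genes up in Zscan4 OE embryos and an adjusted p of 0.061 for DNA repair in ZH KO oocytes (median -0.31). A replicate block gave 0 up and 2 down in Zscan4 OE embryos, an adjusted p of 0.051 for DNA repair in ZH KO oocytes (median -0.31) and a median of -0.014 for ribosome biogenesis in Zscan4 OE embryos.

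The CabZ values used as they are, on which few genes reach the mean of 1, gave 8 genes up and 2 down in CabZ KO oocytes, 197 and 111 in CabZ KO 2-cell embryos, and 6 and 1 in both lines. In CabZ KO 2-cell embryos, the median was -0.50 for ribosome biogenesis (adjusted p = 0.17) and 0.90 for oocyte-specific genes (0.097), and it turned for translation factors (0.57) and mitosis (0.38), as it did for mitochondrial ribosomal proteins in CabZ KO oocytes (0.10).

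With a correlation estimated from the data, no list passed. The adjusted p in ZH KO oocytes was 0.59 for ribosomal proteins (median 0.50), 0.31 for Zscan4 (3.14), 0.17 for two-cell-stage genes (1.54), 0.31 for DNA repair (-0.31) and 0.41 for chromatin remodelling (-0.47). It was 0.14 for two-cell-stage genes in CabZ KO oocytes (0.29). In CabZ KO 2-cell embryos it was 0.61 each for ribosomal proteins (-1.36), ribosome biogenesis (-1.27), translation factors (-0.83) and oocyte-specific genes (1.34). In Zscan4 OE embryos it was 0.90 for ribosomal proteins (-0.35) and 0.62 each for Zscan4 (-1.63) and two-cell-stage genes (-0.82). With fry, mitosis (-0.13, adjusted p = 0.0045) and apoptosis (0.20, 0.0042) passed in ZH KO oocytes, and in Zscan4 OE embryos ribosomal proteins (-0.35, 0.39), Zscan4 (-1.63, 0.18) and two-cell-stage genes (-0.82, 0.18) did not.

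Over the alternatives, the adjusted p in ZH KO oocytes ranged from 5.5e-07 to 0.59 for ribosomal proteins, 3.0e-05 to 0.31 for Zscan4, 2.2e-05 to 0.17 for two-cell-stage genes, 1.8e-04 to 0.37 for DNA repair and 2.1e-06 to 0.41 for chromatin remodelling. It ranged from 1.1e-27 to 0.61 for ribosomal proteins in CabZ KO 2-cell embryos and from 6.0e-11 to 0.90 for those in Zscan4 OE embryos. The direction of these 7 medians held under each alternative.

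Across the fits that each left out 1 library, 0 to 10 genes were up in Zscan4 OE embryos (10 without Zscan4 OE replicate A) and 18 (without GFP replicate A) to 99 (without Zscan4 OE replicate C) down. The medians in ZH KO oocytes ranged from -0.012 (without KO replicate 1) to 0.12 (without KO replicate 3) for translation factors and from -0.39 to -0.26 for DNA repair, whose adjusted p was over 0.05 without Het replicate 1, KO replicate 1 or KO replicate 3 (0.018 to 0.090 across these fits). In CabZ KO oocytes, they ranged from -0.051 (without KO replicate 3) to 0.12 (without KO replicate 2) for ribosomal proteins, from -0.056 to 0.10 for ribosome biogenesis, from -0.066 to 0.026 for DNA repair and from -0.041 to 0.056 for mitosis. They ranged from -0.047 to 0.44 for granulosa and cumulus markers in CabZ KO 2-cell embryos, and in Zscan4 OE embryos from -0.0014 to 0.11 for mitochondrial ribosomal proteins and from -0.0064 to 0.09 for apoptosis. In CabZ KO 2-cell embryos, Zscan4a ranged from -0.16 (without KO replicate 2) to 0.46 (without KO replicate 4) and Zscan4d from -0.15 (without KO replicate 1) to 0.59 (without KO replicate 4).

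For ATAC-seq, thinning to the lowest depth gave a difference of 2319 peaks. With a stricter threshold, the difference between CabZ KO and CabZ Het was -1.58 percentage points for promoters and 7.07 for introns, 8 genes gained and 201 lost a promoter peak, and genes that lost one had a median log2 fold change of -0.066; those that gained one were too few to give a value. With the 5000 highest peaks, these values were -5.01 and 8.81 percentage points, 9 and 43 genes, and -0.040, with -0.0069 for genes that gained a peak. That median was -0.0080 with RefSeq, and genes that lost a peak had -0.010 with promoters of TSS ± 1000 bp. Promoter shares turned in favour of CabZ KO with those promoters (0.41 percentage points). Without 1 library, 29 to 96 genes gained and 718 to 2485 lost a promoter peak, with medians from -0.073 to 0.05 and from -0.037 to -0.0093. The overlap within genotypes fell to -8.13 percentage points below that between them without CabZ Het replicate A.

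Negative binomial tests were not run, since the values are not whole reads times 1 factor per library. The depth leaves Hira in oocytes and Duxf3 in ZH oocytes at or near the limit of detection, and for ATAC-seq the number of reads is unknown, so the numbers of peaks cannot be compared at equal depth except through the background pileup.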

Differences from the paper's values

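Of the settings named here, voom, scaling to the reads of the table, scaling to the lowest depth, the RefSeq annotation and peaks merged within each genotype were chosen only after the values were seen.

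Promoters held 7.24 ± 0.925% of the ATAC-seq peaks (SD, n = 3) in CabZ Het libraries, against the paper's 18.82%. Of the alternatives set before the data were examined, the 5000 peaks with the highest scores brought the share (13.9 ± 5.35%) to the paper's within the spread between libraries. It stayed apart with a stricter threshold (9.69%), promoters of TSS ± 1000 bp (11.0%), the feature overlapped anywhere by the peak (10.8%) and each library left out in turn. In CabZ KO libraries, promoters held 6.90 ± 0.918% of the peaks (SD, n = 3), against the paper's 20.97%. None of the alternatives set before the data were examined closed this gap, with 8.11% for a stricter threshold, 8.86% for the highest peaks, 11.4% for TSS ± 1000 bp, 10.4% for the feature overlapped anywhere and 6.38 to 7.26% without 1 library.

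CDS held 1.12 ± 0.153% of the peaks (SD, n = 3) in CabZ Het libraries, against the paper's value of about 5.6% in Fig. 5B, read by eye. In CabZ KO libraries the share was 1.16 ± 0.231% (SD, n = 3), against the paper's value of about 5.5% in Fig. 5B, read by eye. None of the alternatives set before the data were examined closed either gap; the nearest, the feature overlapped anywhere by the peak, gave 3.29% and 3.50%.

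The 5′ UTR held 0.0636 ± 0.0153% of the peaks (SD, n = 3) in CabZ Het libraries, against the paper's value of about 0.29% in Fig. 5B, read by eye. With the feature overlapped anywhere by the peak, set before the data were examined, the share was 0.399%, no longer over 1.5 times apart, while the other alternatives left the gap. In CabZ KO libraries it was 0.0689 ± 0.0153% (SD, n = 3), against the paper's value of about 0.25% in Fig. 5B, read by eye. None of the alternatives set before the data were examined closed this gap, and the feature overlapped anywhere gave 0.390%, above the paper's.

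The paper states that approximately 30 M reads were generated per individual cell. The tables rest on 10.2 ± 3.11 M reads per library (SD, n = 31) counted on genes, which is another measure of depth, and no alternative applies to it. The totals used for FPKM, known for some tables only, were larger. They were 12837894 to 20327368 in ZH libraries and 14559119 to 33351299 in GFP and Zscan4 OE libraries.

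Among terms for genes higher in ZH KO oocytes, the paper names ribosome biogenesis and apoptosis. The list of rRNA processing and ribosome biogenesis genes had a median log2 fold change of -0.09 (adjusted p = 0.57), and no alternative brought it past the threshold, while it was above 0 with voom (0.049) and when scaled to the reads of the table (0.048), both chosen after seeing the values. The list for the apoptotic process (0.20, adjusted p = 0.34) passed with fry (adjusted p = 0.0042, the lowest of the alternatives, which reached 0.67).

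The paper describes its ATAC-seq replicates as alike, from principal components, clustering and correlation between libraries. Peak overlap is another measure, and its excess within genotypes shows whether the genotypes separate rather than how alike replicates are. Overlaps of peaks within genotypes exceeded those between genotypes by 1.30 percentage points, which 5 of 10 splits of the libraries matched, and by 1.84 to 5.73 percentage points with the other thresholds and overlaps. By the Jaccard index, the real split gave the largest excess of the 10 (0.0274, one-sided exact test, p = 0.1, the smallest that 3 libraries against 3 allow).

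The paper gives promoters a larger share of the peaks in CabZ KO than in CabZ Het oocytes, whereas the mean share was lower in CabZ KO here. The paper's direction was found with promoters of TSS ± 1000 bp (11.4% and 11.0%), without CabZ Het replicate C, without CabZ KO replicate C, and with peaks merged within each genotype (6.76% and 6.64%), which was chosen after seeing the values. With merged peaks under the RefSeq annotation, chosen after as well, the share was again lower in CabZ KO (5.02% against 5.30%).

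The paper states that chromatin is less accessible overall in CabZ KO oocytes. The difference of the mean number of peaks, CabZ KO minus CabZ Het, was -42323, but with pileups scaled to the lowest depth, a comparison chosen after seeing the values, it was 2319.

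The paper counts slightly more gene loci with gained than with lost accessibility. By promoter peaks, which are another measure, 24 gene loci gained and 629 lost one, and no alternative gave more gained than lost.

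The paper relates gained accessibility to higher expression. Genes with a promoter peak gained in CabZ KO libraries had a median log2 fold change of 0.06, at percentile 71.6 of random lists, and those that lost a peak 0.01, at percentile 82.3.

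The paper lists Rps19 among the genes lower in Zscan4 OE embryos. It was lower here but not called (log2 fold change -0.74, adjusted p = 0.22), and no alternative called it (adjusted p = 0.15 to 0.43, or 0.12 to 0.53 without 1 library).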

Other observations

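The tests of scaling between libraries, of 1 library, of ATAC-seq depth and of granulosa or cumulus RNA, and the splits of the promoter peaks, were chosen only after the results were seen, whereas the tests of gene span, of development behind the controls, of mitochondrial genes and of the other splits of the libraries were chosen before.

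Cytosolic ribosomal protein genes were higher in ZH KO oocytes. Scaling between libraries would bring the median of the list to 0, but under the scaling that brought it nearest it was 0.394. A bias by gene span would place the list among random lists of genes of the same span and mean, but it lay at percentile 99.96 of 10000 such lists. RNA from granulosa or cumulus cells is a hypothesis tested with 23 marker genes, of which oocytes also express 2, Ldhb and Serpine2, with 91.5% and 7.71% of the marker reads in ZH Het oocytes. The 21 markers that oocytes do not express rose by a median of 0.286 CPM (reads per M reads), against 19.1 CPM for the 79 ribosomal protein genes. Summed, these markers had 95.9 CPM (65.0 to 117) in ZH KO and 61.6 (55.4 to 67.6) in ZH Het oocytes (two-sided exact permutation test, p = 0.057), and the ribosomal protein genes 7211 (5980 to 8775) and 4042 (3253 to 4866; exact test, p = 0.0286). Vim had 0 to 1 reads per ZH KO library and 0 to 3 per ZH Het library, and Gatm 0 and 0 to 3. Of the 21 markers, 5 were higher in every ZH KO than in every ZH Het library, where chance gives a share of 0.0286 for groups without overlap: Fshr (58 to 194 against 5 to 48 reads), Inha (30 to 81 against 0 to 21), Inhba (13 to 28 against 0 to 6), Ptgs2 (16 to 76 against 0 to 7) and Col4a1 (16 to 37 against 7 to 17), named after their values were seen. These levels argue against such cells as the source of the rise. The test was rewritten after its first values were seen, leaving out the markers that oocytes express and rounding to whole reads. The rounding changed its outcome, so this reading depends on that choice. Another split of the libraries gave a median of 0.49, close to the real one. The lower share of reads on the genes of the table in ZH KO libraries works against the rise, and the median lay between 0.39 and 0.74 over the alternatives. What stays open is reads shared with ribosomal protein pseudogenes and an effect of the Hira deletion, neither of which was tested apart.

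Ribosomal protein genes moved further in ZH KO than in CabZ KO oocytes, but the test of this difference did not pass its correction. Over 79 genes the mean differences were 0.520 and 0.0470, apart by 0.473 (permutation test, p = 0.033, adjusted p = 0.055). Scaling between libraries would close the difference of the medians under some scaling, and the smallest was 0.344. No difference between the lines passed for rRNA processing and ribosome biogenesis (-0.110, adjusted p = 0.33) or translation factors (-0.0538, adjusted p = 0.56). Between CabZ 2-cell embryos and CabZ GV oocytes, none passed for the Zscan4 family (0.152, adjusted p = 0.83) or the two-cell-stage genes (-0.321, adjusted p = 0.33).

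In Zscan4 OE embryos, the lower cytosolic ribosomal protein genes may rest on 1 library. Without Zscan4 OE replicate B the median was -0.121 in place of -0.35, and 2 of the 35 splits gave a median as large as the real one, 1 of them 0.36 in size. Scaling between libraries left at least -0.303, and the list lay at percentile 0 of random lists of genes of the same span and mean, which argues against gene span as the source. It also lay at percentile 0 of lists with the same change from GV oocyte to 2-cell embryo in CabZ Het. This argues against a delay that moves genes of the same net change alike, and leaves other kinds of delay open. A difference between the embryos of replicate B and the others stays open.

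Two-cell-stage genes were lower in Zscan4 OE embryos, with a median log2 fold change of -0.82 (camera, adjusted p = 1.1e-10), 44 of 51 lower and 3 down over all genes tested, or 20 down and 1 up adjusted over the list alone. The call held neither with fry (adjusted p = 0.18) nor with an estimated correlation (0.62), and without Zscan4 OE replicate B the median was -0.54. Development behind the controls would lower them no more than genes with the same change from GV oocyte to 2-cell embryo. The 36 genes that could be matched had a median of -0.80 against a mean of -0.42 for random lists, at percentile 0.01, so a delay of this kind may account for part of the decrease and not for all of it. Across 4003 genes, which are not independent replicates, genes that fell more from GV oocyte to 2-cell embryo were higher in Zscan4 OE embryos (Spearman's rho -0.41, and -0.24, -0.39 and -0.36 in replicates A, B and C). An effect of the injected Zscan4d RNA on these genes stays open and was not tested apart.

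The authors' scaling raised the median of all genes in CabZ KO 2-cell embryos to 0.39, from -0.11 with FPKM restored. Mitochondrial genes, which held 31.7% of the authors' total in CabZ Het and 21.7% in CabZ KO embryos, would bring it back to the latter value if left out of the total, but it was 0.237 then. They may thus account for part of the rise. After the division by gene span 2 times, 27 genes hold 50% of the total, and which other genes account for the rest was not tested. By reads, mitochondrial genes held 4.20 ± 1.19% (SD, n = 4, 2.48 to 5.09%) in CabZ KO and 10.6 ± 1.66% (SD, n = 4, 8.99 to 12.9%) in CabZ Het 2-cell embryos, and 0.262 ± 0.0634% (SD, n = 4) in CabZ KO and 0.434 ± 0.0428% (SD, n = 4) in CabZ Het GV oocytes (exact permutation tests, p = 0.0286 each).

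The lower number of ATAC-seq peaks in CabZ KO oocytes may follow from depth. With pileups scaled to the lowest background, the expected numbers of peaks were 18935, 23623 and 26072 in CabZ Het and 35260, 14640 and 25687 in CabZ KO libraries, a difference of the means of 2319 in the other direction. The genes with a promoter peak in every library of 1 genotype and none of the other cannot be told apart from those of other splits, because 3 libraries against 3 give 10 splits and 2 of them gave as many genes. A less accessible chromatin in CabZ KO oocytes is neither shown nor excluded by these peaks.

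Counts of DE genes up and down were larger than in any other split of the libraries in ZH KO oocytes, CabZ KO oocytes and CabZ KO 2-cell embryos (1 of 35 each, the real one, with at most 3 genes in another), and so were the shared genes (1 of 100 each) and the genes down in Zscan4 OE embryos (1 of 35, at most 2 in another), while 2 of 35 splits gave as many genes up in Zscan4 OE embryos. For the medians of the lists in ZH KO oocytes, the number of the 35 splits with a value as large was 1 for ribosomal proteins, Zscan4, two-cell-stage genes and DNA repair, 2 for apoptosis, mitosis and chromatin remodelling, 5 for ribosome biogenesis and 19 for translation factors. For CabZ KO oocytes it was 1 for Zscan4, 2 for two-cell-stage genes and 27 for ribosomal proteins, and in Zscan4 OE embryos 1 for Zscan4 and two-cell-stage genes, 2 for ribosomal proteins and 22 for ribosome biogenesis.

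Of the lists given at no claim, those in ZH KO oocytes had medians of -0.73 for oocyte-specific genes (31 genes, 27 lower, adjusted p = 5.8e-04; 10 down and 1 up), 0.17 for mitochondrial ribosomal proteins (70 genes, 44 higher, adjusted p = 0.24), 0.17 for RNA polymerase III subunits (3 genes, 2 higher, adjusted p = 0.68; 0.09 without ZH Het replicate 2), -0.13 for mitosis (65 genes, 39 lower, adjusted p = 0.34) and 0.27 for the Hira complex and H3.3 (6 genes, 5 higher, adjusted p = 0.40), which passed with fry (4.6e-04, with 4.6e-04 to 0.54 over the alternatives). The call for oocyte-specific genes held with fry (adjusted p = 1.1e-04) and not with an estimated correlation (0.17). With 2 genes each, paternally expressed genes (0.59) and granulosa and cumulus markers (-0.63) were not tested, nor were the Y-linked genes in any of the 4 tables.

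The medians of such lists in CabZ KO oocytes were 0.02 for rRNA processing and ribosome biogenesis (81 genes, 46 higher), 0.05 for translation factors (36 genes, 21 higher), 0.05 for apoptosis (12 genes, 8 higher), -0.05 for mitochondrial ribosomal proteins (71 genes, 44 lower), 0.14 for RNA polymerase III subunits (4 genes, 3 higher) and -0.11 for oocyte-specific genes (31 genes, 23 lower), with an adjusted p of 0.42 each. They were 0.0034 for mitosis (69 genes, 36 higher, adjusted p = 0.67) and 0.13 for the Hira complex and H3.3 (7 genes, 6 higher, adjusted p = 0.21). Without 1 library, the first of these turned to -0.056 (CabZ Het replicate 2), translation factors fell to 0.0090 (CabZ KO replicate 2), apoptosis rose to 0.11 (CabZ KO replicate 3), mitochondrial ribosomal proteins moved to -0.096 (CabZ KO replicate 3), RNA polymerase III to 0.038 and mitosis to -0.041 (CabZ Het replicate 2), and the Hira complex to 0.24 (CabZ Het replicate 3). With fry, apoptosis (adjusted p = 0.0499, up to 0.88 over the alternatives) and the Hira complex (0.0021, up to 0.65) passed. Paternally expressed genes (0.42) and granulosa and cumulus markers (-0.26), with 2 genes each, were not tested.

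In CabZ KO 2-cell embryos, mitochondrial ribosomal proteins (median -0.96, 53 of 65 lower, adjusted p = 2.2e-05; 29 down and 1 up) and mitosis (-0.47, 48 of 65 lower, adjusted p = 0.015; 20 down and 4 up) passed, though neither with an estimated correlation (0.61 each). The Zscan4 family (0.86, 9 of 9 higher, adjusted p = 0.15; 2 up over all genes and 0 adjusted over the list alone) and the two-cell-stage genes (0.45, 38 of 58 higher, adjusted p = 0.15; 17 up and 9 down, or 18 and 9 over the list alone) did not. Without CabZ KO replicate 4 both passed, with 1.38 (adjusted p = 0.0042, 0.0042 to 0.28 across these fits) and 0.71 (0.0075, 0.0075 to 0.31), while the lowest medians were 0.47 without CabZ Het replicate 3 and 0.20 without CabZ KO replicate 2. Chromatin remodelling (-0.38, 15 of 19 lower, adjusted p = 0.15), apoptosis (-0.49, 13 of 18 lower, adjusted p = 0.16; -0.30 without CabZ Het replicate 2), RNA polymerase III (-0.74, 5 of 5 lower, adjusted p = 0.16), DNA repair (-0.22, 23 of 37 lower, adjusted p = 0.46; -0.15 without CabZ Het replicate 2), the Hira complex and H3.3 (0.34, 3 of 5 higher, adjusted p = 0.78; 0.11 without CabZ Het replicate 1), granulosa and cumulus markers (0.13, 3 of 5 higher, adjusted p = 0.76; -0.047 without CabZ KO replicate 1) and paternally expressed genes (-1.50, 2 of 3 lower, adjusted p = 0.91; -0.48 without CabZ Het replicate 2) did not pass. Some alternatives brought lists past the threshold, with adjusted p ranges over the alternatives of 0.023 to 0.79 for two-cell-stage genes, 1.1e-04 to 0.71 for chromatin remodelling, 0.031 to 0.72 for apoptosis, 6.4e-04 to 0.71 for RNA polymerase III and 0.032 to 0.97 for DNA repair. Summed over all 21 granulosa and cumulus markers of the table, CabZ KO 2-cell embryos had 2790 CPM (6591 in replicate 4, 1179 to 2096 in the others) and CabZ Het 551 CPM (484 to 648; exact permutation test, p = 0.0286). Ldhb, which oocytes express, had 141 ± 146 FPKM (SD, n = 4) in CabZ KO and 19.0 ± 4.09 FPKM (SD, n = 4) in CabZ Het 2-cell embryos (log2 fold change 2.35, adjusted p = 0.0058). The sums in the other tables overlapped between the groups (7316 and 8086 CPM in ZH KO and Het, exact test, p = 0.31; 5926 and 6431 in CabZ KO and Het GV oocytes, p = 0.23; 2180 and 2182 in Zscan4 OE and GFP embryos, p = 1).

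In Zscan4 OE embryos, none of the remaining lists passed: mitochondrial ribosomal proteins (0.06, 28 of 48 higher, adjusted p = 0.86; -0.0014 without Zscan4 OE replicate C), DNA repair (0.08, 16 of 24 higher, adjusted p = 0.70; 0.034 without GFP replicate A), mitosis (0.09, 26 of 44 higher, adjusted p = 0.60; 0.17 without GFP replicate C), chromatin remodelling (0.22, 5 of 7 higher, adjusted p = 0.70; 0.011 without Zscan4 OE replicate B), apoptosis (0.05, 5 of 9 higher, adjusted p = 0.98; -0.0064 without Zscan4 OE replicate C), the Hira complex and H3.3 (0.18, 5 of 5 higher, adjusted p = 0.15; 0.069 without GFP replicate A) and oocyte-specific genes (0.19, 21 of 29 higher, adjusted p = 0.15; 0.11 without GFP replicate D). Quantile normalization alone brought the last of these past the threshold (adjusted p = 0.040, with 0.040 to 0.94 over the alternatives). RNA polymerase III subunits (-0.10, 2 genes) and granulosa and cumulus markers (-0.0069, 1 gene) were not tested, and no paternally expressed gene reached the filter.

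In ZH oocytes, Cabin1 had 0.0864 ± 0.0175 FPKM (SD, n = 4) in KO and 0.286 ± 0.0410 FPKM (SD, n = 4) in Het, and Ubn1 0.446 ± 0.0945 FPKM (SD, n = 4) and 0.841 ± 0.159 FPKM (SD, n = 4; exact permutation tests, p = 0.0286 each). In CabZ 2-cell embryos, Hira had 0.0434 ± 0.0196 FPKM (SD, n = 4) in KO and 0.233 ± 0.0348 FPKM (SD, n = 4) in Het, and Cabin1 0.134 ± 0.0497 FPKM (SD, n = 4) and 0.322 ± 0.0978 FPKM (SD, n = 4; exact permutation tests, p = 0.0286 each). Cabin1 went the other way in Zscan4 OE embryos, with 0.201 ± 0.0967 FPKM (SD, n = 3) against 0.0862 ± 0.0157 FPKM (SD, n = 4) in GFP embryos (exact permutation test, p = 0.0286). These genes lie under the mean of 1 FPKM that limma's test required, and no explanation was tested. Zscan4e (log2 fold change 1.66, adjusted p = 0.021), Duxf3 (1.32, adjusted p = 0.017), Gm5039 (2.92, adjusted p = 5.2e-04) and Ddit3 (1.71, adjusted p = 0.0020) were up in CabZ KO 2-cell embryos and Zscan4b (1.45, adjusted p = 0.053) was not called. Zscan4e lost its call without CabZ Het replicate 2 or 3 or CabZ KO replicate 1 (adjusted p up to 0.060), and under 1 alternative (0.0050 to 0.075 over the alternatives). Zscan4b gained one under 5 of 10 alternatives (0.013 to 0.14). It also gained one in 2 fits without 1 library, among them that without CabZ KO replicate 4 (0.0071, with 0.0071 to 0.14 across these fits). Duxf3 lost its call without a filter (0.060, with 0.0072 to 0.060 over the alternatives). In Zscan4 OE embryos, Zscan4a had a log2 fold change of -2.60 (adjusted p = 0.057) and was called with a mean of at least 5 FPKM, median scaling, quantile normalization and voom (adjusted p over the alternatives 0.020 to 0.24), and without Zscan4 OE replicate A (-3.33, adjusted p = 0.0094, with 0.0094 to 0.14 across these fits).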
